# Transcriptomics Reveals the Putative Mycoparasitic Strategy of the Mushroom *Entoloma abortivum* on Species of the Mushroom Genus *Armillaria*

**DOI:** 10.1128/mSystems.00544-21

**Published:** 2021-10-12

**Authors:** Rachel A. Koch, Joshua R. Herr

**Keywords:** basidiomycetes, metatranscriptomics, mycoparasitism, plant pathogens, transcriptomics

## Abstract

During mycoparasitism, a fungus—the host—is parasitized by another fungus—the mycoparasite. The genetic underpinnings of these relationships have been best characterized in ascomycete fungi. However, within basidiomycete fungi, there are rare instances of mushroom-forming species parasitizing the reproductive structures, or sporocarps, of other mushroom-forming species, which have been rarely investigated on a genetic level. One of the most enigmatic of these occurs between Entoloma abortivum and species of *Armillaria*, where hyphae of *E. abortivum* are hypothesized to disrupt the development of *Armillaria* sporocarps, resulting in the formation of carpophoroids. However, it remains unknown whether carpophoroids are the direct result of a mycoparasitic relationship. To address the nature of this unique interaction, we analyzed gene expression of field-collected *Armillaria* and *E. abortivum* sporocarps and carpophoroids. Transcripts in the carpophoroids are primarily from *E. abortivum*, supporting the hypothesis that this species is parasitizing *Armillaria*. Most notably, we identified differentially upregulated *E. abortivum* β-trefoil-type lectins in the carpophoroid, which we hypothesize bind to *Armillaria* cell wall galactomannoproteins, thereby mediating recognition between the mycoparasite and the host. The most differentially upregulated *E. abortivum* transcripts in the carpophoroid code for oxalate decarboxylases—enzymes that degrade oxalic acid. Oxalic acid is a virulence factor in many plant pathogens, including *Armillaria* species; however, *E. abortivum* has evolved a sophisticated strategy to overcome this defense mechanism. The number of gene models and genes that code for carbohydrate-active enzymes in the *E. abortivum* transcriptome was reduced compared to other closely related species, perhaps as a result of the specialized nature of this interaction.

**IMPORTANCE** By studying fungi that parasitize other fungi, we can understand the basic biology of these unique interactions. Studies focused on the genetic mechanisms regulating mycoparasitism between host and parasite have thus far concentrated on a single fungal lineage within the Ascomycota. The work presented here expands our understanding of mycoparasitic relationships to the Basidiomycota and represents the first transcriptomic study to our knowledge that examines fungal-fungal relationships in their natural setting. The results presented here suggest that even distantly related mycoparasites utilize similar mechanisms to parasitize their host. Given that species of the mushroom-forming pathogen *Armillaria* cause plant root-rot diseases in many agroecosystems, an enhanced understanding of this interaction may contribute to better control of these diseases through biocontrol applications.

## INTRODUCTION

Fungal mycoparasitism is a nutritional strategy where a living fungus—the host—is parasitized by and acts as a nutrient source for another fungus—the mycoparasite. Certain species of fungi in the Hypocreales (Ascomycota) are among the best-studied mycoparasites. Perhaps the best known of these are species of *Trichoderma* and Clonostachys rosea, which have biocontrol activity against plant-pathogenic species of *Botrytis*, Fusarium, *Pythium*, and *Rhizoctonia* (1, 2). Other fungal mycoparasites in the Hypocreales include *Tolypocladium* species, many of which are parasites on the reproductive structures, or sporocarps, of species in the genus *Elaphomyces* (Eurotiales, Ascomycota) (3); Escovopsis weberi, which is a specialized necrotrophic parasite of fungal gardens of attine ants (4, 5); and Hypomyces lactifluorum, which parasitizes the mushrooms of *Russula* species and transforms them into the iconic “lobster mushroom” (6). Within the Basidiomycota, one well-studied genus of mycoparasites is *Tremella*, which contain parasites of corticiaceous basidiomycetes (7) and lichen-forming fungi (8).

Less-studied examples of mycoparasitism involve mushroom-forming fungi that parasitize other mushroom-forming fungi. Fewer than 20 reported mushroom species may engage in this type of interaction, making it an incredibly rare phenomenon given the total number of mushroom-forming fungi (9, 10). Examples of this interaction whereby the parasite does not appear to impact the fitness of the host include Volvariella surrecta, which fruits from the pileus of its host, Clitocybe nebularis (11), and *Asterophora* species, which colonize their *Russula* or *Lactarius* host after it dies (10). More commonly, though, mushroom mycoparasites deform host sporocarps and likely prevent the dispersal of their spores. Pseudoboletus parasiticus fruits from the sporocarps of *Scleroderma* species, which, after infection, are no longer able to mature and disperse their spores (12). Psathyrella epimyces causes the deformation of sporocarp tissue of its host, Coprinus comatus (13). Additionally, of the 10 mushroom species in the genus *Squamanita*, all are known to be parasites of sporocarps of species in the genera *Cystoderma*, *Galerina*, *Hebeloma*, and *Inocybe* (10).

One of the most frequently encountered putative mycoparasitic interactions between two mushrooms involves species of *Armillaria* and Entoloma abortivum (Fig. 1). *Entoloma abortivum* is often encountered fruiting in soil, humus, or decaying logs in deciduous woods (14), while *Armillaria* species are facultative necrotrophs that can cause root rot in forest and agronomic systems worldwide (15, 16). *Entoloma abortivum* was originally described to occur as two morphologies: the mushroom form, which has a pinkish-gray stipe and pileus and pink gills, and then the carpophoroid form, which is generally white and subglobose and does not develop well-formed gills (Fig. 1). Initially, the carpophoroid form was assumed to be *E. abortivum* sporocarps that were malformed due to parasitism by *Armillaria* species (14). However, macro- and microscopic studies of carpophoroid collections determined that they are actually *Armillaria* sporocarps permeated with *E. abortivum* hyphae (17). Laboratory inoculation experiments showed that *E. abortivum* interacts with *Armillaria* sporocarps to disrupt their morphological development (17).

**FIG 1:**
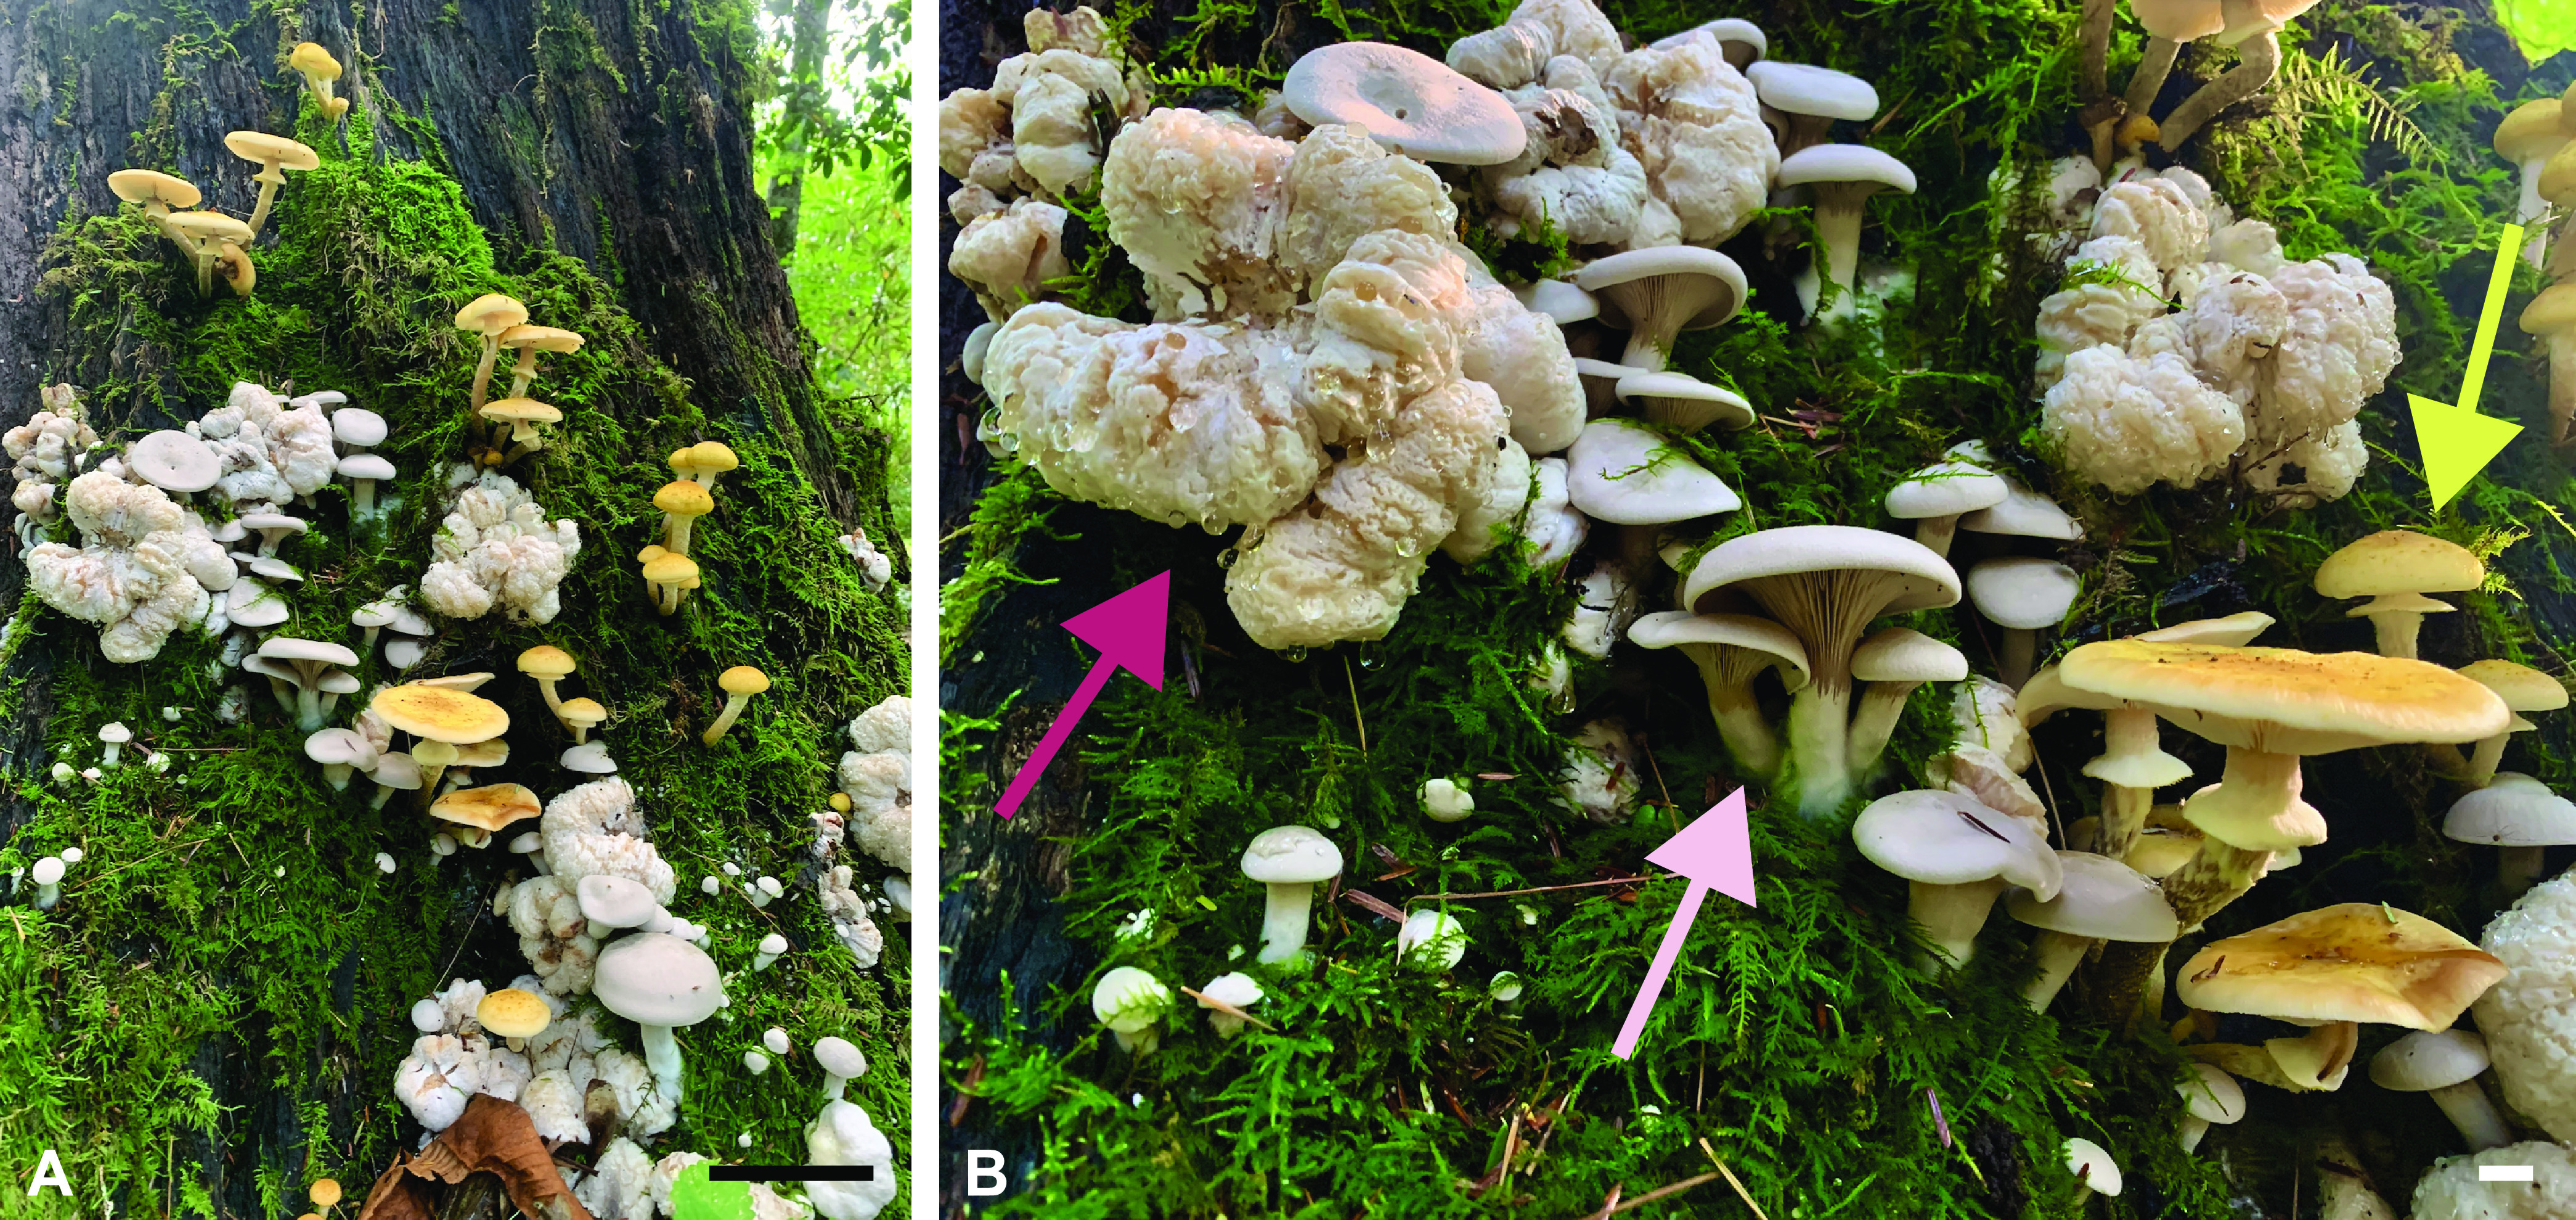
The components of this fungal interaction in nature. (A) All three components—*Armillaria* and *E. abortivum* sporocarps, along with carpophoroids—fruiting synchronously. (B) A closeup photo of all of the components, with an *Armillaria* sporocarp indicated by the yellow arrow, an *E. abortivum* sporocarp indicated by the light pink arrow, and a carpophoroid indicated by the magenta arrow. Scale bars in panel A are equal to 10 cm, and those in panel B are equal to 1 cm. Photos courtesy of Ben Lemmond, University of Florida (© 2021 Lemmond; reproduced with permission).

Whether carpophoroids are the result of a mycoparasitic relationship, where *E. abortivum* serves as the mycoparasite and *Armillaria* species serve as the host, remains unknown. To address this, we initiated a transcriptome study after we encountered all three components of this system fruiting in close proximity—carpophoroids and individual sporocarps of *E*. *abortivum* and *Armillaria*. For a mycoparasite to be successful, there are several crucial steps to the utilization of a fungal host for nutrition. These steps include (i) sensing the host, (ii) recognition and attachment to host hyphae, (iii) initiating defense responses, and (iv) the eventual demise of the host (18). Previous genomic and transcriptomic studies elucidated the genetic machinery that model mycoparasites utilize during each of these steps (18–20). In this work, we used transcriptomic and metatranscriptomic techniques to analyze the genomic toolbox of *E. abortivum* and *Armillaria* during the carpophoroid stage. We show that the gene expression profiles of *E*. *abortivum* resemble those of known mycoparasitic species, as well as predict certain genes in both species that facilitate this interaction. Additionally, we used transcriptomic information to determine the species of *Armillaria* involved in this association.

## RESULTS

### Transcriptome assemblies of *Entoloma abortivum* and *Armillaria*.

To benchmark gene diversity and baseline expression levels of the field-collected mushroom species in our study, we sequenced the sporocarp transcriptomes of *E. abortivum* and the *Armillaria* species found in close proximity to the carpophoroids. 

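Transcripts were measured in 3 sporocarps of *E. abortivum* and 3 sporocarps of *Armillaria* sp., each sequenced as 3 technical libraries, which gives 9 libraries per species. Total RNA was depleted of ribosomal RNA before sequencing. The authors assembled a transcriptome for each species from its sporocarp reads, mapped the reads back with Bowtie 2, kept reads with a mapping quality of 30 and above, and estimated the abundance of each gene model with RSEM. The deposited count tables hold whole-number counts for 9728 *E. abortivum* and 38215 *Armillaria* gene models. The *E. abortivum* sporocarps had 3477929, 3489760 and 4679623 counts, and the *Armillaria* sporocarps had 5702755, 5866178 and 6327548 counts. These are counts on gene models, whereas the read numbers in the paper's methods are of reads before mapping. A second deposited table per species, named for TMM, held the same values as the count table at every gene model with a count in any library, so its values are counts without a scaling between libraries.

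The 3 technical libraries of a fruiting body were summed, so that n is 3 fruiting bodies per group. Sporocarps and carpophoroids were compared within each species with edgeR's quasi-likelihood test, TMM factors and edgeR's default filter on low counts. A transcript was called differentially upregulated at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 2. Log2 fold changes are given as sporocarp over carpophoroid, so a negative value means a higher level in the carpophoroid, and levels are in TMM-scaled CPM (counts of a transcript relative to the scaled library size) unless stated otherwise. The scaling matters in both species: compared with library size alone, TMM factors changed the log2 fold change of an *E. abortivum* transcript by -0.51 and that of an *Armillaria* transcript by 1.02. Technical libraries of one sporocarp differed beyond counting error (chi-square test, p under 0.001) at 11.5% to 13.9% of the *E. abortivum* transcripts and 8.38% to 8.87% of the *Armillaria* transcripts with at least 30 counts.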

To date, there are several transcriptomic studies of *Armillaria* species (21, 22), but none for any *Entoloma* species. The assembled transcriptome of *E. abortivum* was just under 120 million bp. There was a total of 43,599 contigs and an *N*_50_ value of 3,527; 94.5% of benchmark universal single-copy orthologs (BUSCOs) from the Agaricales were present in the *E*. *abortivum* transcriptome. Nine internal transcribed spacer (ITS) sequences were extracted from the transcriptome, accounting for 5.96 × 10^−4^% to 1.82 × 10^−3^% of the mapped reads; all ITS sequences were from *E. abortivum*. 

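In *E. abortivum*, 381 transcripts were higher in the carpophoroid and 210 were higher in the sporocarp, of 8120 tested. Toward the carpophoroid, ENT_DN6568_c0_g2, which has no annotation in the sources used here, and ENT_DN5742_c0_g1, a hypothetical protein, had the largest changes among called transcripts with a mean of at least 10 CPM and every carpophoroid library above every sporocarp library. ENT_DN6568_c0_g2 had 5917 ± 113 CPM in the carpophoroids and 6.28 ± 1.64 in the sporocarps (SD, n = 3 each), a log2 fold change of -9.87 (standard error 0.24, adjusted p = 2.57e-06 from edgeR's quasi-likelihood test). ENT_DN5742_c0_g1 had 9171 ± 286 against 14.5 ± 4.84 CPM, a log2 fold change of -9.29 (standard error 0.31, adjusted p = 8.75e-06 from the same test). Toward the sporocarp, ENT_DN4202_c0_g1 had 2912 counts over the 3 sporocarps and none over the 3 carpophoroids, at least 774-fold higher against a floor of 3 counts over the group. ENT_DN3867_c0_g3 had 8083 counts over the sporocarps and 1 over the carpophoroids, a depth-adjusted ratio of 6444 with a 95% counting interval of 1156 to 254560; without the library of that 1 count it was at least 1933-fold higher.

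The balance of the 2 directions depended on the scaling, since library size alone gave 253 transcripts higher in the carpophoroid and 448 higher in the sporocarp, and moved the median log2 fold change of all tested transcripts from -0.02 to 0.49. A test against the threshold of 2 itself (edgeR's glmTreat) gave 172 and 66.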

Within the contigs, a total of 9,728 unique gene models were recovered in the transcriptome assembly (Fig. 2) with 603 transcripts differentially upregulated in the carpophoroid tissue compared to the sporocarp tissue and 403 transcripts differentially upregulated in the sporocarp tissue compared to carpophoroid tissue (Fig. 3). The transcriptome contained 195 genes that code for carbohydrate-active enzymes (CAZymes). The transcriptome lacks any genes that code for cellobiohydrolases (glycoside hydrolase [GH] 6 and GH7), xylanases (GH10, GH11, and GH30), and auxiliary proteins like polysaccharide monooxygenases (GH61) but does contain nine chitinases (GH18) (Fig. 2). Transcripts detected in the *E. abortivum* transcriptome that were previously determined to play important roles in mycoparasitic interactions (18–20) include 10 putative secondary metabolite gene clusters, one G-coupled protein receptor (GCPR), 38 ATP-binding cassette (ABC) transporters, and 113 genes from the major facilitator superfamily (MFS) (Fig. 3). The average gene expression (in normalized units of trimmed mean of m-values [TMM]) of the 10 most abundant *E. abortivum* transcripts in the sporocarp ranged from 4,333 to 17,890. 

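Trehalase, the enzyme that splits the storage sugar trehalose into glucose, led the *E. abortivum* sporocarp profile. ENT_DN1375_c0_g1, the trehalase, had 17889 ± 3555 counts per technical library (SD, n = 3 sporocarps), which was 1.38% of the sporocarp counts. The trehalase was also higher in the sporocarp than in the carpophoroid, with a log2 fold change of 2.89 (standard error 0.12, adjusted p = 2.11e-05 from edgeR's quasi-likelihood test); 1 carpophoroid library had 568 counts of it against 1666 to 2584 in the other libraries. The second, ENT_DN1212_c0_g1, a hypothetical protein with 12589 ± 3024 counts per library, ran the other way, with a log2 fold change of -2.49 (standard error 0.06, adjusted p = 2.84e-06), which became -1.98 with library size as the only scaling.

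Of the 10 most abundant sporocarp transcripts, 2 were called higher in the sporocarp, 1 higher in the carpophoroid, and 7 did not reach both thresholds. ENT_DN852_c0_g1, a hypothetical protein, had the largest change among them, with a log2 fold change of 5.12 (standard error 0.08). The auxin efflux carrier ENT_DN466_c0_g1 had a log2 fold change of 1.52 (standard error 0.04) and the RNA polymerase ENT_DN3621_c0_g2 one of 1.05 (standard error 0.05); with library size only, the carrier reached 2.02. The TPR-like protein ENT_DN2379_c0_g1 had a log2 fold change of -0.30 (standard error 0.09, adjusted p = 0.055 from the same test), whose sign turned with library size as the only scaling. The 10 together held 5.87% of the sporocarp counts.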

Information about the 10 most abundant transcripts in the sporocarps is available in Table 1.

**FIG 2:**
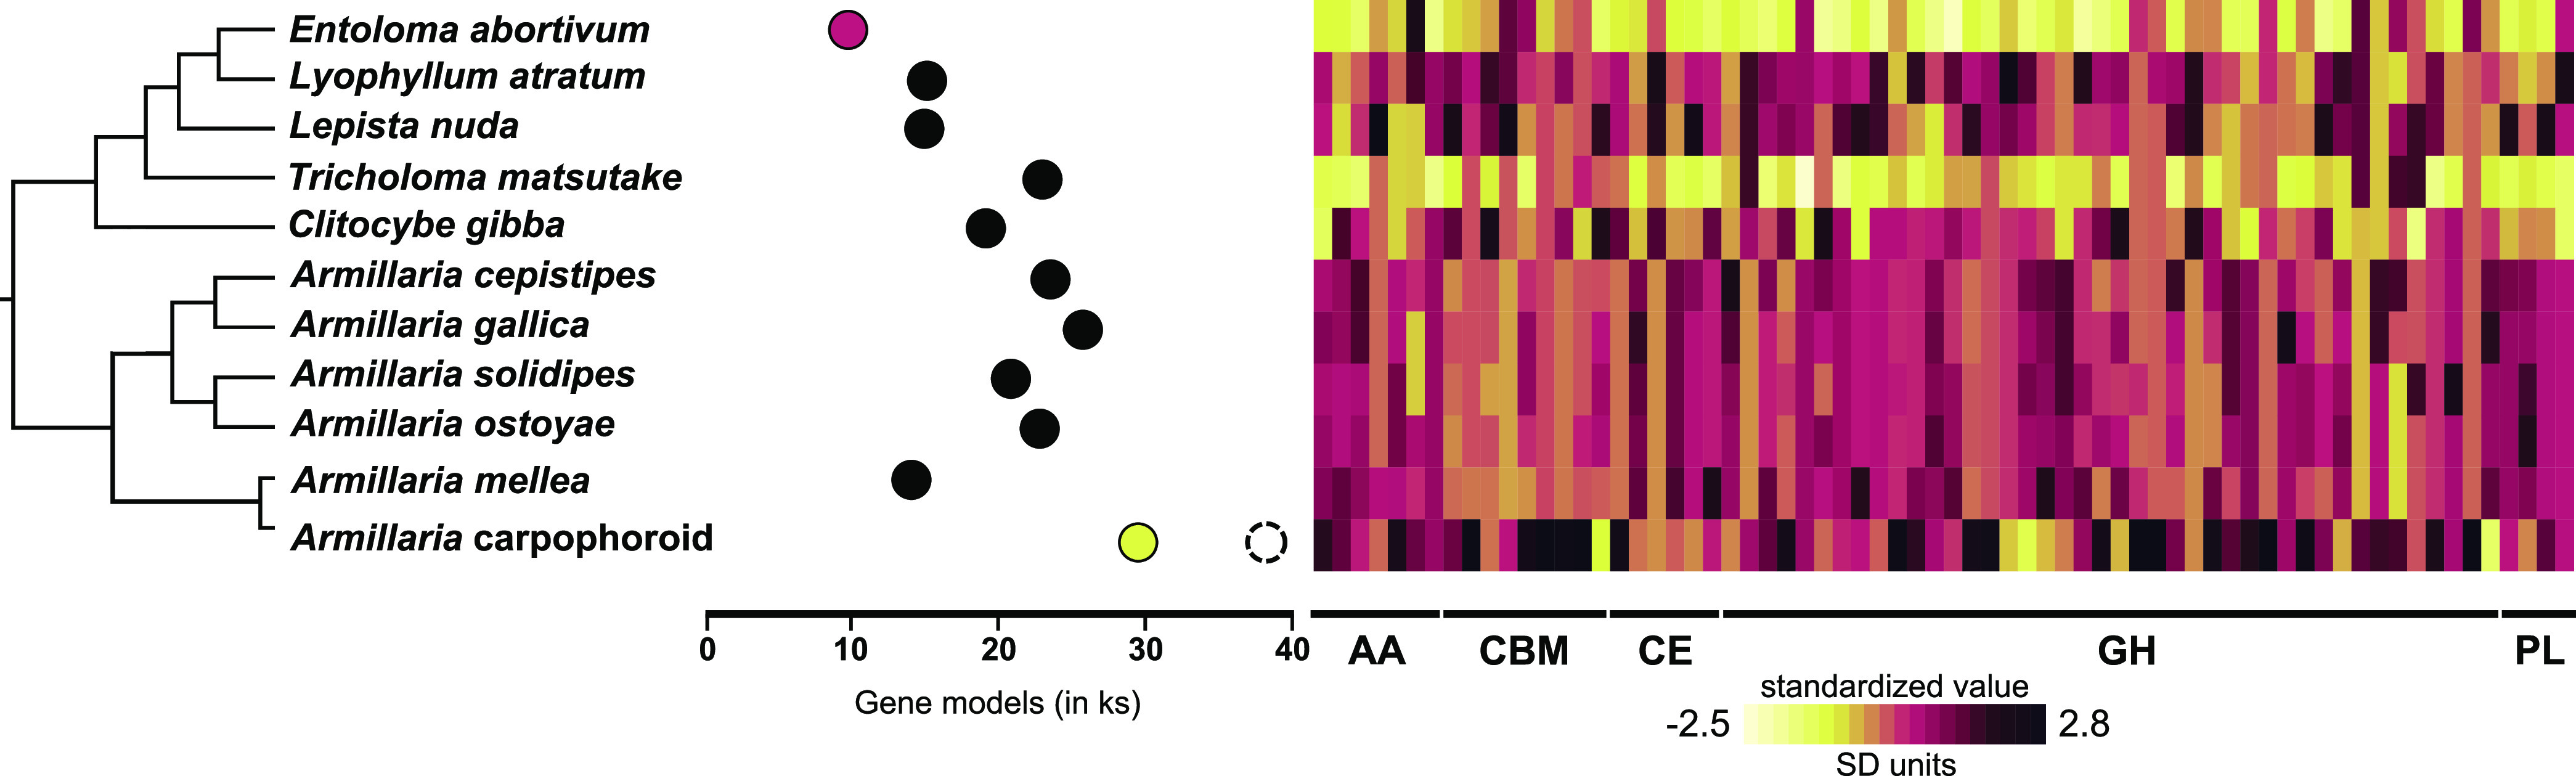
Number of total gene models and gene copy numbers of CAZymes. (Left) A representative phylogeny based off phylogenetic evidence from references 22 and 111. (Middle) Filled-in, colored dots represent the number of fungal gene models in the transcriptomes of *Armillaria* (yellow) and *E. abortivum* (pink) generated in this study, along with those of closely related species from previously generated genomic data (filled-in black dots). The dashed circle associated with the *Armillaria* transcriptome represents the total number of identified gene models (inclusive of additional non-*Armillaria* genes), showing that nearly one-quarter of the total gene models in the *Armillaria* transcriptome were from organisms other than the target. (Right) Heat map showing gene copy numbers of plant cell wall-degrading enzymes detected in the transcriptomes of *E. abortivum* and *Armillaria*, along with other closely related species. Abbreviations: AA, auxiliary activities; CBM, carbohydrate-binding modules; CE, carbohydrate esterase; GH, glycoside hydrolase; PL, polysaccharide lyase.

**FIG 3:**
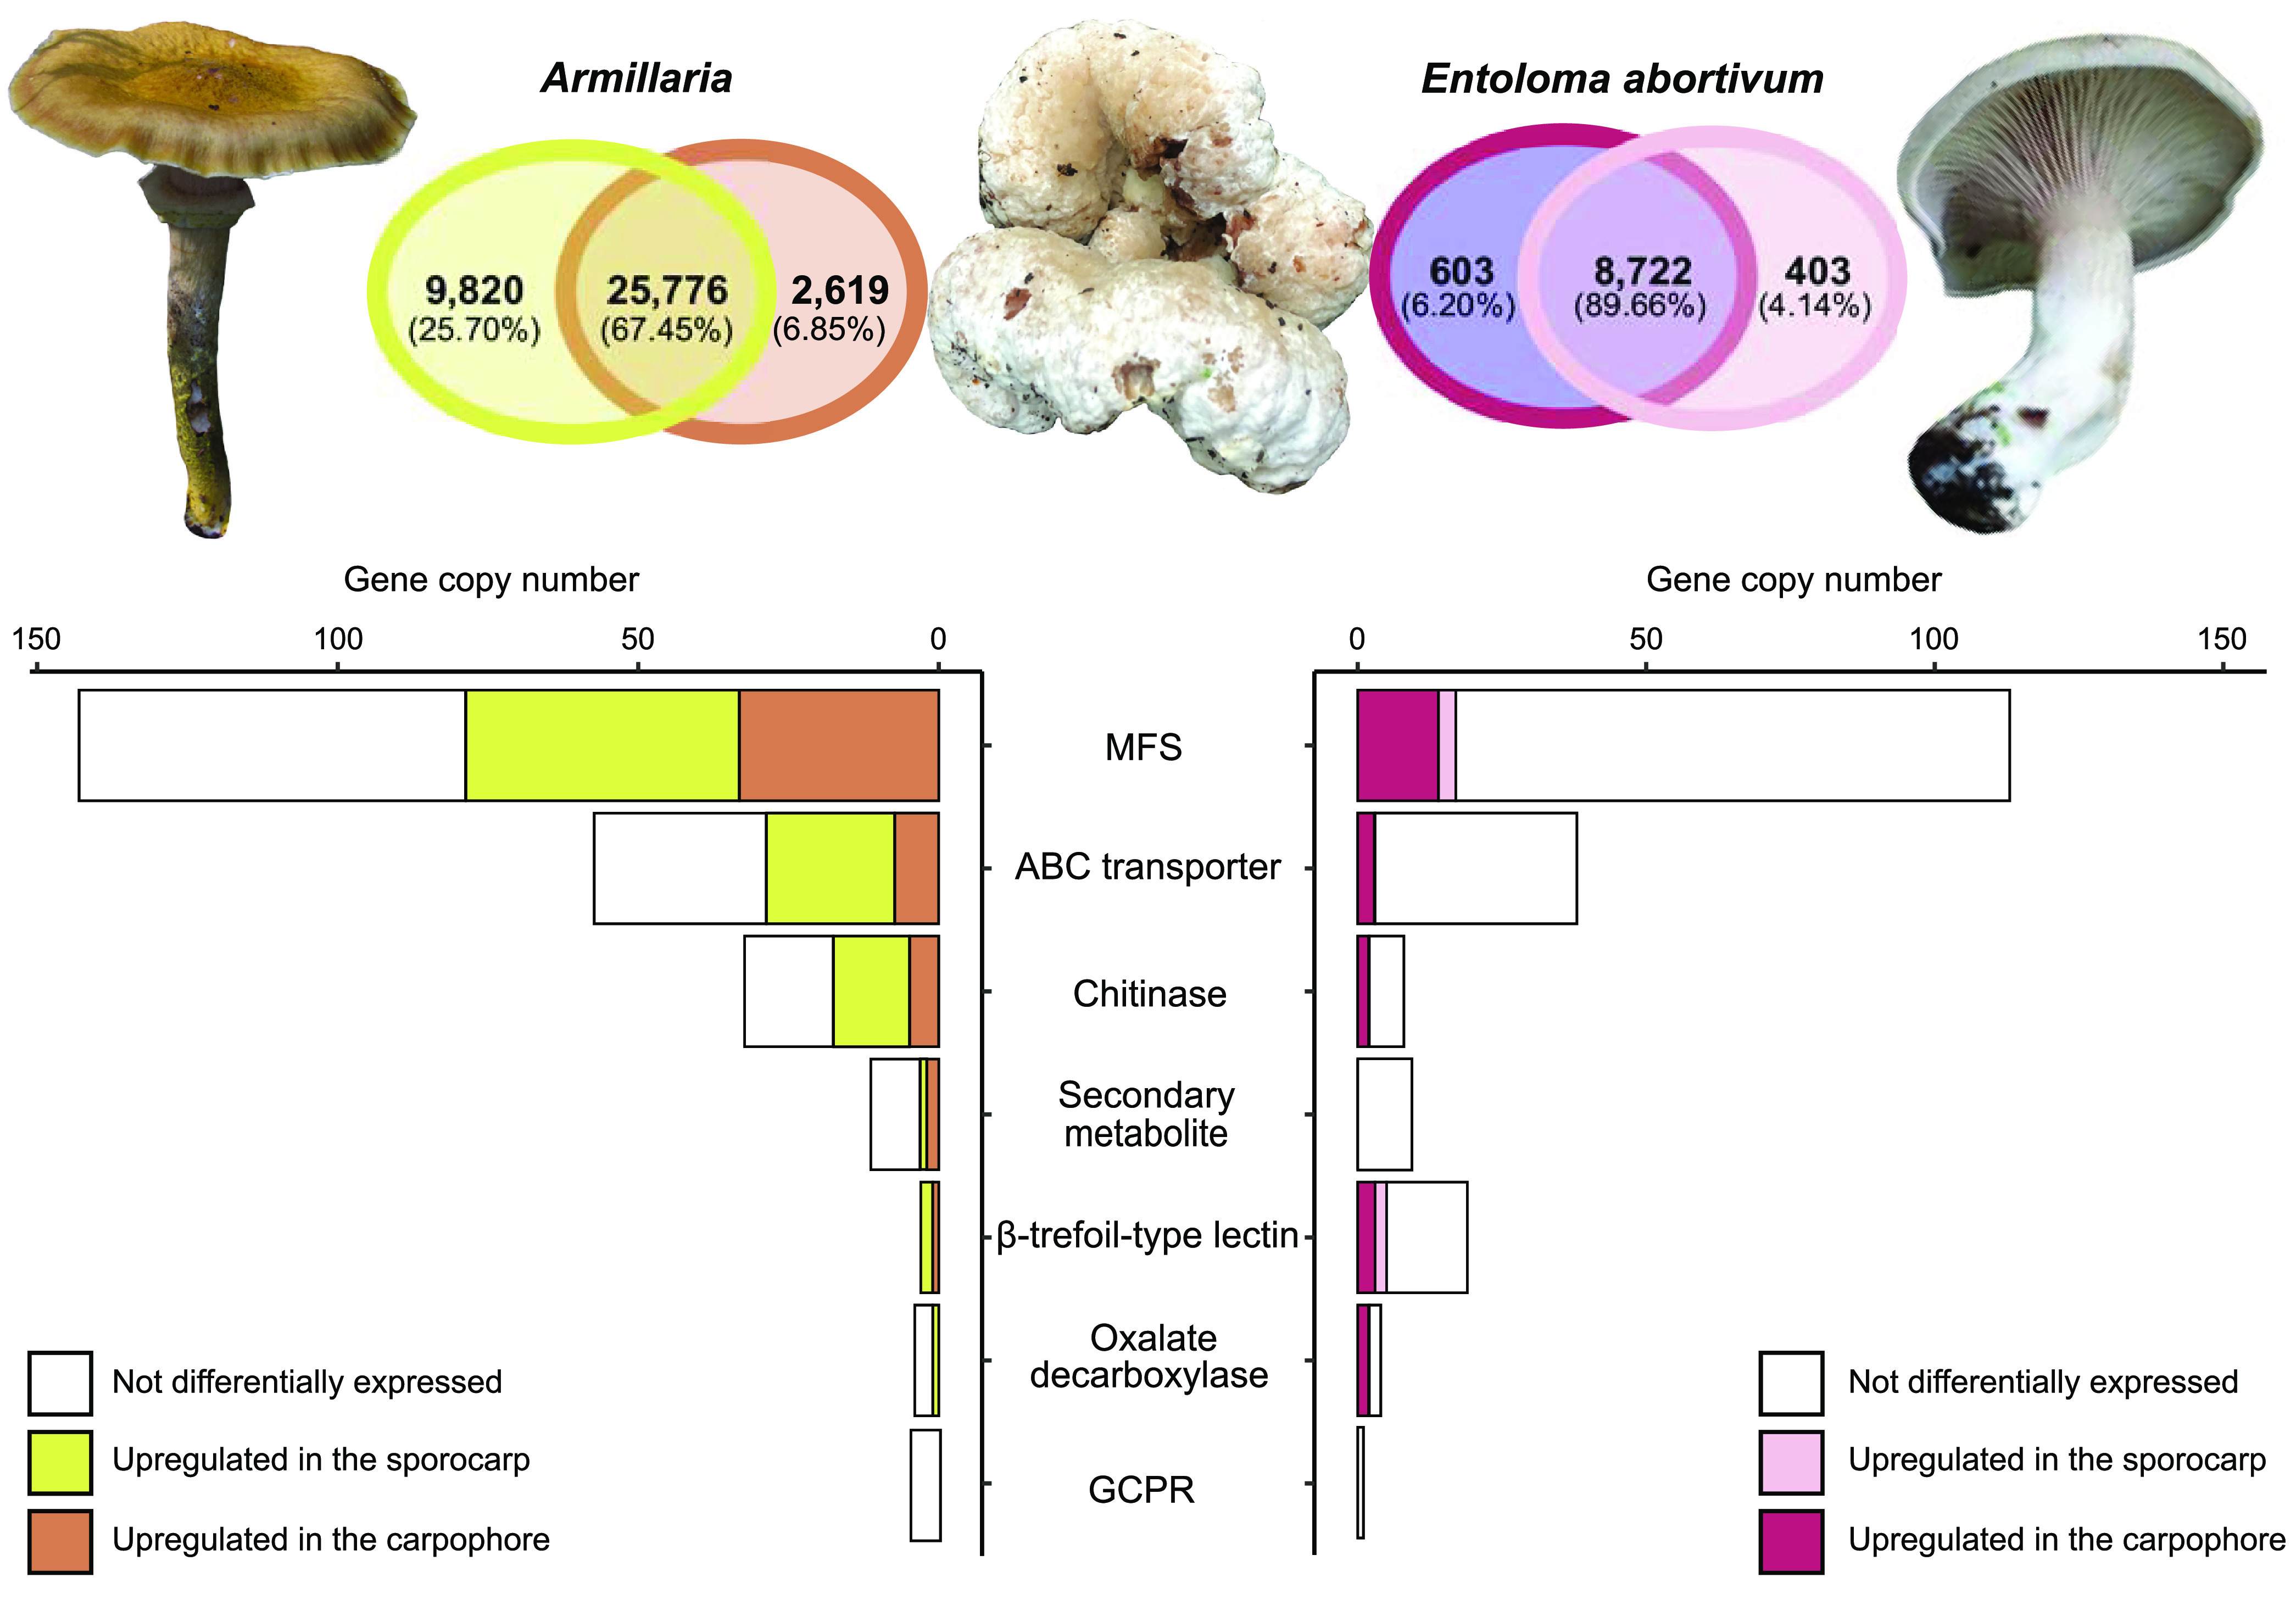
Differentially upregulated transcripts in the sporocarp and carpophoroid. (Top) Venn diagram showing the number of differentially upregulated transcripts between the sporocarp and carpophoroid in *Armillaria* and *E. abortivum*. Photo of *E. abortivum* courtesy of Eva Skific (© 2021 Skific; reproduced with permission). (Bottom) Bar graph showing the number of copies of genes important in mycoparasitic interactions. The white portion of the bar shows the number of these genes detected in the transcriptome but not differentially upregulated, while the darker colors (brown and purple, respectively) show the number of genes that are differentially upregulated by each species in the carpophoroid and the lighter colors (yellow and coral, respectively) show the number of these genes that are differentially upregulated by each species in their respective sporocarp.

**TABLE 1:** Ten most abundant *E. abortivum* transcripts in sporocarps and carpophoroids^*a*^

Gene	Annotation	Cond.	C (TMM)	S (TMM)	logFC	*q* value
ENT_DN2762_c0_g3	Oxalate decarboxylase	C	68,724	238	−8.5	4.5 × 10^−317^
ENT_DN1212_c0_g1	Hypothetical protein	C/S	55,939	12,590	−2.5	4.3 × 10^−49^
ENT_DN3063_c0_g2	Oxalate decarboxylase	C	48,157	135	−8.8	0
ENT_DN1952_c0_g2	Acid phosphatase	C	19,999	677	−5.2	1.3 × 10^−169^
ENT_DN4045_c1_g1	Hypothetical protein	C	19,965	3,374	−2.9	3.4 × 10^−63^
ENT_DN5742_c0_g1	Hypothetical protein	C	11,229	23	−9.3	6.9 × 10^−220^
ENT_DN4332_c0_g1	Hypothetical protein	C	11,038	607	−4.5	4.7 × 10^−77^
ENT_DN1952_c0_g1	Acid phosphatase	C	10,766	673	−4.4	1.9 × 10^−122^
ENT_DN2936_c0_g2	Hypothetical protein	C	9,212	3,686	NS	
ENT_DN3086_c0_g1	Hypothetical protein	C	9,076	1,563	−2.9	2.2 × 10^−62^
ENT_DN1375_c0_g1	Trehalase	S	1,934	17,890	2.9	6.5 × 10^−37^
ENT_DN5247_c0_g3	Hypothetical protein	S	2,718	7,204	NS	
ENT_DN761_c0_g2	Hypothetical protein	S	7,405	6,918	NS	
ENT_DN521_c0_g2	Hypothetical protein	S	6,045	6,424	NS	
ENT_DN852_c0_g1	Hypothetical protein	S	123	5,429	5.1	2.0 × 10^−142^
ENT_DN3621_c0_g2	RNA polymerase	S	1,977	5,138	NS	
ENT_DN6707_c0_g1	Hypothetical protein	S	1,654	5,027	NS	
ENT_DN2379_c0_g1	TPR-like protein	S	4,862	5,017	NS	
ENT_DN466_c0_g1	Auxin efflux carrier	S	1,205	4,333	NS	

a Cond., condition under which each gene was most abundant, referring to either the carpophoroids (C) or sporocarps (S). NS, not significantly differentially upregulated. Negative logFC values are significantly differentially upregulated in the carpophoroid, whereas positive values are significantly differentially upregulated in the sporocarp. Transcripts discussed in the text include two oxalate decarboxylases (ENT_DN2762_c0_g3 and ENT_DN3063_c0_g2), three β-trefoil-type lectins (ENT_DN4359_c0_g1, ENT_DN1877_c0_g1, and ENT_DN4255_c0_g1), three ABC transporters (ENT_DN1537_c0_g1, ENT_DN189_c0_g1, and ENT_DN3860_c0_G1), two chitinases (ENT_DN2096_c0_g1 and ENG_DN4507_c0_g3), and 14 MFS transcripts (ENT_DN409_c0_g1, ENT_DN1954_c0_g1, ENT_DN1998_c0_g1, ENT_DN2070_c0_g1, ENT_DN2744_c0_g1, ENT_DN3292_c0_g1, ENT_DN3474_c0_g1, ENT_DN3861_c0_g1, ENT_DN3943_c0_g1, ENT_DN3943_c0_g2, ENT_DN3981_c0_g1, ENT_DN4751_c0_g2, ENT_DN6588_c0_g1, and ENT_DN6695_c0_g1).

The assembled transcriptome of *Armillaria* was just over 138 million bp. A total of 63,905 contigs, an *N*_50_ value of 2,845, and 97.8% of the BUSCOs representative of the Agaricales were present in the transcriptome. Eleven ITS sequences were extracted from the transcriptome, accounting for 2.77 × 10^−5^% to 6.26 × 10^−4^% of the mapped reads; six ITS sequences were from *Armillaria*, while five were from an uncharacterized species of the yeast *Kodamaea*. A total of 38,215 unique gene models were recovered, and, after bioinformatic filtering against public *Armillaria* genomes, 29,936 of these represented orthologs of *Armillaria* species (Fig. 2). In total, 2,619 transcripts were differentially upregulated in the carpophoroid tissue compared to the sporocarp tissue, whereas 9,820 transcripts were differentially upregulated in the sporocarp tissue compared to the carpophoroid tissue (Fig. 3). 

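Many more *Armillaria* transcripts were called, and most of them toward the sporocarp: of 16971 tested, 1703 were higher in the carpophoroid and 11571 were higher in the sporocarp. Of those 11571, 9531 had no count in any carpophoroid library. For 3178 of these the fold bound set by a floor of 3 counts over the carpophoroids lies under a log2 value of 2, so their depth cannot show a change of that size. Toward the carpophoroid, ARM_DN2610_c0_g2 and ARM_DN362_c0_g2, which have no annotation in the sources used here, changed most. ARM_DN2610_c0_g2 had 16, 902 and 1594 counts in the 3 carpophoroids and none in the sporocarps, at least 10503-fold higher (adjusted p = 0.012 from edgeR's quasi-likelihood test). ARM_DN362_c0_g2 had 97, 448 and 418 counts and none in the sporocarps, at least 4026-fold higher (adjusted p = 0.0023 from the same test). The *Armillaria* assembly was made from sporocarp reads, so gene models without any sporocarp count are unexpected. Why they have none was not tested, and these bounds may not reflect a rise in expression.

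The excess toward the sporocarp depended on depth and on which transcripts were tested. With all samples thinned to equal depth, 3995 transcripts were tested. Of these, 1302 were higher in the carpophoroid and 1400 in the sporocarp, so the directions were nearly balanced. Without any 1 of the 3 sporocarps, for which the default filter tested 6563 to 6654 transcripts, 2975 to 3063 were higher in the sporocarp.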

The transcriptome contained 580 genes that code for CAZymes, with 34 of those coding for chitinases (Fig. 2). Genes detected in the *Armillaria* transcriptome that might be important in mycoparasitic interactions include 12 putative secondary metabolite gene clusters, five GCPRs, 59 ABC transporters, and 144 MFS transcripts (Fig. 3). The average TMM (normalized units of trimmed mean of m-values) of the 10 most highly upregulated *Armillaria* transcripts in the sporocarp ranged from 8,438 to 36,477. 

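The leading *Armillaria* sporocarp transcripts encode a cell wall galactomannoprotein, a serine carboxypeptidase and a Rab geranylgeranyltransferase, followed by a LysM-domain-containing protein. In counts per technical library (mean ± SD, n = 3 sporocarps), the galactomannoprotein had 36477 ± 3233, the carboxypeptidase ARM_DN3840_c0_g1, of a class of proteases that trim proteins from the C-terminal end, had 29472 ± 2096, and the transferase ARM_DN22943_c1_g1 had 18642 ± 407. The tenth, the hypothetical protein ARM_DN1205_c0_g1, had 8348 ± 2563.

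Of these 10 transcripts, 9 were higher in the sporocarp, and the tenth was higher in the carpophoroid. The carboxypeptidase had a log2 fold change of 7.75 (standard error 0.32, adjusted p = 2.93e-04 from edgeR's quasi-likelihood test) and the transferase one of 6.15 (standard error 0.20, the same adjusted p). ARM_DN1699_c3_g1, a hypothetical protein, had 6.90 (standard error 0.26), and the chondroitin AC/alginate lyase ARM_DN1314_c0_g1 had 3.23 (standard error 0.21). The aldehyde dehydrogenase ARM_DN4971_c0_g2 had 2.77 (standard error 0.16), which was 1.76 with library size as the only scaling and then no longer called. All 10 passed when adjusted over the list alone, but the list was chosen by the study on these samples and is not independent evidence of direction. Together the 10 held 8.04% of the sporocarp counts.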

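Several of the most abundant *Armillaria* sporocarp transcripts left almost no counts in the carpophoroid. The cell wall galactomannoprotein ARM_DN1755_c2_g1 had 115006, 98233 and 115056 counts in the 3 sporocarps and 1 count in the 9 carpophoroid libraries together. Its depth-adjusted ratio was 26173, with a 95% counting interval of 4698 to 1033800. Its fitted log2 fold change was 14.63, which rests on that 1 count and is as uncertain as this interval. Without the library of that 1 count the transcript was at least 7914-fold higher. The LysM-domain-containing protein ARM_DN1737_c0_g1, LysM being a domain that binds chitin, had 131006 sporocarp counts and none in the carpophoroid, at least 3482-fold higher in the sporocarp. The glycopeptide ARM_DN20980_c0_g1 had 94043 and none, at least 2499-fold higher. The Rasp f 7 allergen ARM_DN8135_c0_g1 had 81127 and 1, a ratio of 6468 with an interval of 1161 to 255470, or at least 1942-fold higher without the library of that 1 count; its sporocarp libraries ranged from 2658 to 13504 counts.

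By sporocarp counts over all transcripts, the galactomannoprotein ranked first and isocitrate lyase, ARM_DN1_c7_g1, the 14th. Among the 11571 transcripts called higher in the sporocarp, the galactomannoprotein ranked the 11th by p and the 9th by fitted fold change, and isocitrate lyase the 41st and the 11330th. Of these 11571, 9531 had no carpophoroid count, so their fitted folds are not measured ratios and the fold ranks are uncertain.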

The most differentially upregulated transcript was annotated as a cell wall galactomannoprotein (Fig. 4 and 5; Table 2), while, notably, the 14th most differentially upregulated transcript in the sporocarp coded for isocitrate lyase (Table 2; Fig. 5).

**FIG 4:**
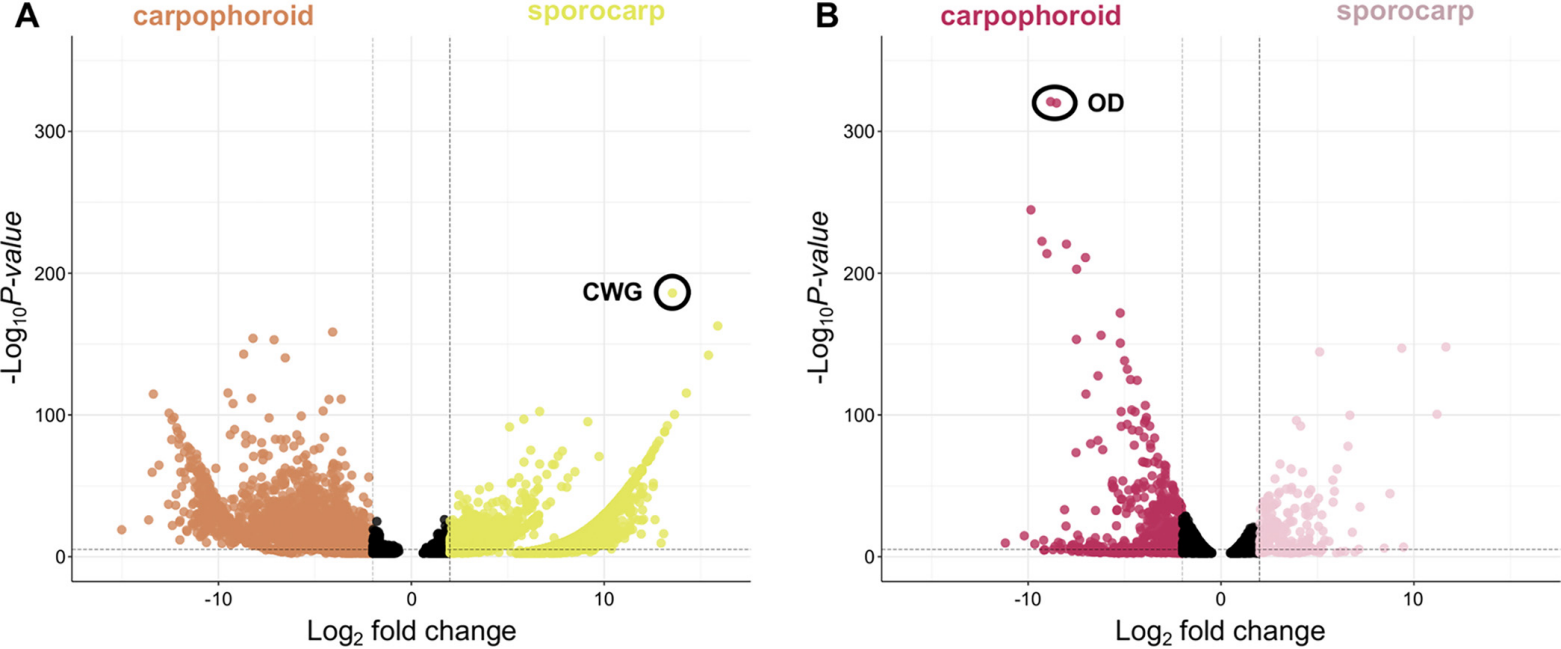
Volcano plots. Each dot represents a transcript plotted according to its log_2_ fold change and the −log_10_ of its *P* value. Transcripts with the highest statistical significance and the largest fold change are represented by dots toward the top of the plot that are far to either the left (carpophoroid) or right (sporocarp) side. All transcripts with a *q* value of <0.05 are shown. Black dots represent a gene with a nonsignificant logFC (−2 < logFC < 2). (A) *Armillaria*. (B) *E. abortivum*. Dots with a black circle around them are annotated according to the abbreviations: OD, oxalate decarboxylase; CWG, cell wall galactomannoprotein.

**FIG 5:**
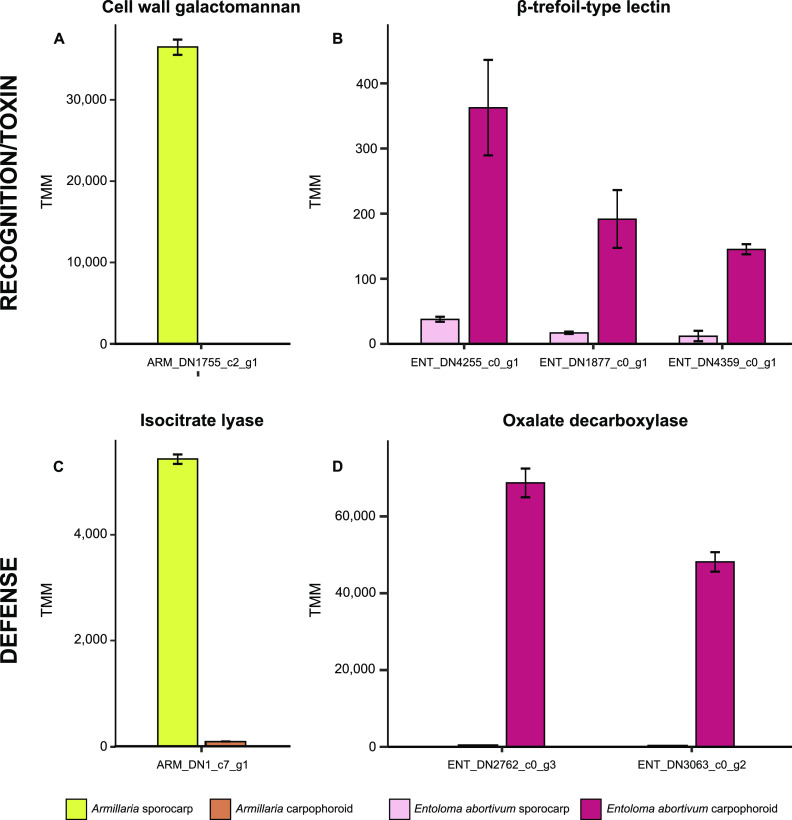
Genes in both *Armillaria* and *E. abortivum* that are putatively important in the recognition and defense responses during this mycoparasitic interaction. (A) An *Armillaria* cell wall galactomannan that is differentially upregulated in the sporocarp; (B) three *E. abortivum* β-trefoil-type lectins that are differentially upregulated in the carpophoroid; (C) an *Armillaria* transcript that codes for isocitrate lyase that is differentially upregulated in its sporocarps; (D) two *E. abortivum* transcripts that code for oxalate decarboxylases that are differentially upregulated in the carpophoroids. All results are shown as means ± standard errors of the means. TMM, normalized units of trimmed mean of m-values.

**TABLE 2:** Ten most abundant *Armillaria* transcripts in sporocarps and carpophoroids^*a*^

Gene	Annotation	Cond.	C (TMM)	S (TMM)	logFC	*q* value
ARM_DN1755_c2_g1	Cell wall galactomannoprotein	S	0	36,479	13.5	4.0 × 10^−182^
ARM_DN3840_c0_g1	Serine carboxypeptidase	S	12	29,472	6.7	7.9 × 10^−100^
ARM_DN22943_c1_g1	Rab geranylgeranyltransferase	S	21	18,649	5.1	3.8 × 10^−89^
ARM_DN1737_c0_g1	LysM-domain-containing protein	S	0	14,557	15.9	3.0 × 10^−159^
ARM_DN1699_c3_g1	Hypothetical protein	S	9	12,848	5.8	1.6 × 10^−94^
ARM_DN1314_c0_g1	Chondroitin AC/alginate lyase	S	102	11,436	2.2	3.7 × 10^−25^
ARM_DN20980_c0_g1	Glycopeptide	S	0	10,449	15.4	3.4 × 10^−139^
ARM_DN8135_c0_g1	Rasp f 7 allergen	S	0	9,014	11.5	1.8 × 10^−58^
ARM_DN4971_c0_g2	Aldehyde dehydrogenase	S	103	8,688	NS	
ARM_DN1205_c0_g1	Hypothetical protein	S/C	9,049	8,348	−4.8	2.1 × 10^−74^
ARM_DN5170_c0_g1	Hypothetical protein	C	2,086	377	−7.1	6.9 × 10^−150^
ARM_DN23207_c0_g2	Senescence associated	C	1,711	2,482	−4.1	6.6 × 10^−61^
ARM_DN996_c0_g1	Senescence associated	C	1,423	1,090	−5.0	3.0 × 10^−73^
ARM_DN409_c1_g1	Elongation factor 1-alpha	C	769	1,154	−4.1	4.0 × 10^−155^
ARM_DN1893_c0_g1	Hypothetical protein	C	722	58	−8.3	5.3 × 10^−109^
ARM_DN693_c0_g1	Hypothetical protein	C	520	840	−3.9	1.1 × 10^−48^
ARM_DN1222_c0_g1	CYS3-cystathionine gamma-lyase	C	485	717	−4.1	5.5 × 10^−27^
ARM_DN1146_c0_g4	Heat shock protein 70	C	431	2,361	−2.2	1.7 × 10^−54^
ARM_DN3800_c0_g1	ATP synthase F1	C	300	4,686	NS	

a Cond., condition under which each gene was most abundant, referring to either the carpophoroids (C) or sporocarps (S). NS, not significantly differentially upregulated. Negative logFC values are significantly differentially upregulated in the carpophoroid, whereas positive values are significantly differentially upregulated in the sporocarp. Transcripts discussed in the text were an isocitrate lyase (ARM_DN1_c7_g1), two putative senescence-associated proteins (ARM_DN23207_c0_g2 and ARM_DN996_c0_g1), and a heat shock protein (ARM_DN1146_c0_g4).

### Metatranscriptomic analysis of combined fungal hyphae in carpophoroid tissue.

We sequenced the metatranscriptome of the mixed tissue in the carpophoroids that are typically found when *E*. *abortivum* and species of *Armillaria* are found in proximity. 

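The carpophoroid data came from 3 carpophoroids, each sequenced as 3 technical libraries, and the reads of each library were mapped by the authors to both sporocarp assemblies under the same mapping-quality filter. Each carpophoroid therefore has an *E. abortivum* count and an *Armillaria* count from the same library. The 3 carpophoroids had 5475324, 3802181 and 3920060 counts on *E. abortivum* gene models and 294087, 191121 and 219434 counts on *Armillaria* gene models. Between 90.2% and 93.0% of the *E. abortivum* gene models had a count in a given carpophoroid, against 15.8% to 17.8% of the *Armillaria* gene models. An *Armillaria* transcript absent from all carpophoroids could therefore still have up to 3 counts among 704642, a limit that covers counting error only. Technical libraries of one carpophoroid differed beyond counting error at 14.4% to 16.8% of the *E. abortivum* transcripts and 15.5% to 22.2% of the *Armillaria* transcripts with at least 30 counts, so a single library can set the level of a transcript.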

In the carpophoroid tissue, significantly more transcriptomic reads from *E. abortivum* were identified than from *Armillaria* sp. (*t*_[8]_ = 16.6, *P* = 1.77 × 10^−7^, *n *= 9 replicates per species) (Fig. 6). 

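Most carpophoroid counts were on *E. abortivum* gene models. For each *Armillaria* count there were 18.6, 19.9 and 17.9 *E. abortivum* counts in the 3 carpophoroids, a mean of 18.8 ± 1.03 (SD, n = 3). Of the counts on both assemblies together, *Armillaria* made up 5.10% in the first carpophoroid (95% exact binomial interval 5.08% to 5.12%). It made up 4.79% in the second (4.77% to 4.81%) and 5.30% in the third (5.28% to 5.32%). These intervals cover counting error only, not the spread between carpophoroids. Reads were mapped to both assemblies, so a read may be counted in both, and the shares are not a division of reads between the species. Averaged over technical libraries, there were 1466396 *E. abortivum* counts and 78294 *Armillaria* counts per library. All 3 carpophoroids had more *E. abortivum* than *Armillaria* counts; a two-sided exact sign-flip permutation test over the 3 gave p = 0.25, the smallest that 3 pairs allow. The ratio ranged from 17.5 to 20.1 over the 9 technical libraries.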

The average number of *E. abortivum* mapped reads in the carpophoroid tissue was 2,613,988, while the average number of *Armillaria* mapped reads was 74,880 (Fig. 6).

**FIG 6:**
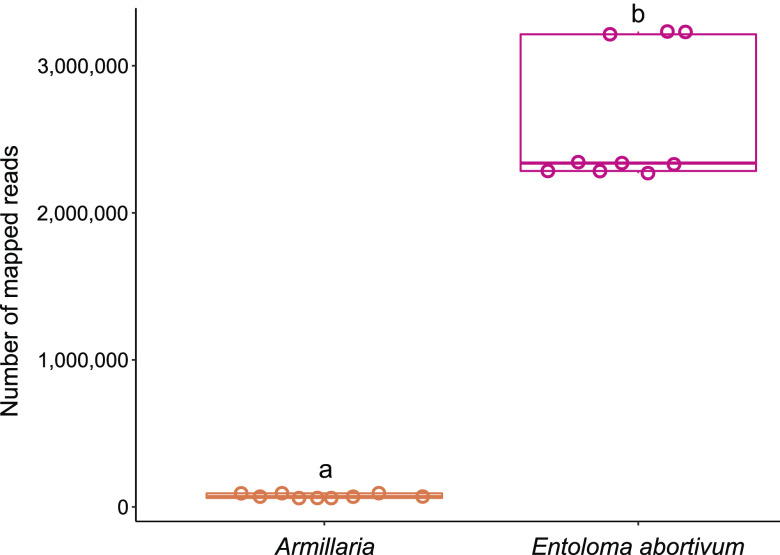
Boxplots of number of carpophoroid reads that mapped to *Armillaria* and *E. abortivum* when MAPQ (MAPping Quality) was 30. Individual data points are indicated for each species with an open circle. The continuous line within each box represents the mean number of mapped reads. Species labeled with different letters (a to b) have a statistically significant (*P* < 0.05) different number of mapped reads in the carpophoroid.

The average TMM of the top 10 most abundant *E. abortivum* transcripts in the carpophoroid ranged from 9,075 to 68,720 (Table 1), while the average TMM of the top 10 most abundant *Armillaria* transcripts in the carpophoroid ranged from 300 to 9,049 (Table 2). 

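Besides 2 oxalate decarboxylases, the leading *E. abortivum* transcripts of the carpophoroid included 2 acid phosphatases, enzymes that release phosphate from organic molecules, and 6 hypothetical proteins. The acid phosphatase ENT_DN1952_c0_g2 had 20014 ± 3562 counts per technical library (SD, n = 3 carpophoroids) and a log2 fold change of -5.22 (standard error 0.04, adjusted p = 6.03e-08 from edgeR's quasi-likelihood test). The other, ENT_DN1952_c0_g1, had 10766 ± 2177 and a log2 fold change of -4.34 (standard error 0.08, adjusted p = 1.08e-06 from the same test). Both belong to 1 component of the assembly and may share reads, so their separate levels are uncertain. Of the 10 most abundant *E. abortivum* transcripts, 9 were higher in the carpophoroid, and the hypothetical protein ENT_DN2936_c0_g2 had a log2 fold change of -1.67 (standard error 0.11), under the threshold.

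In *Armillaria*, the hypothetical protein ARM_DN1205_c0_g1 alone held 11.6% of the carpophoroid counts, with 9049 ± 1991 per technical library and a log2 fold change of -3.71 (standard error 0.32, adjusted p = 5.84e-04). Of the 10 leading *Armillaria* transcripts, 8 were higher in the carpophoroid. They included the translation elongation factor 1-alpha ARM_DN409_c1_g1 at -3.01 (standard error 0.11) and the cystathionine gamma-lyase ARM_DN1222_c0_g1, an enzyme of cysteine synthesis, at -3.02 (standard error 0.19), of which 1 carpophoroid library had 29 counts against 439 to 659 in the others. The ATP synthase F1 transcript ARM_DN3800_c0_g1 had a log2 fold change of 0.37 (standard error 0.10), whose sign turned with library size as the only scaling and at equal depth. The 10 leading transcripts held 18.0% of the *E. abortivum* and 22.3% of the *Armillaria* carpophoroid counts. Whether some of these *Armillaria* counts are *E. abortivum* reads on conserved transcripts stays open.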

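Oxalate decarboxylase, which breaks down oxalic acid, was among the strongest *E. abortivum* signals of the carpophoroid. ENT_DN2762_c0_g3 had 56033 ± 1718 CPM in the carpophoroids and 153 ± 10.3 in the sporocarps (SD, n = 3 each), a log2 fold change of -8.51 (standard error 0.07, adjusted p = 7.27e-08 from edgeR's quasi-likelihood test). ENT_DN3063_c0_g2 had 39290 ± 1022 against 86.5 ± 9.00, a log2 fold change of -8.83 (standard error 0.10, adjusted p = 3.09e-07 from the same test). The first held 4.69% and the second 3.28% of all *E. abortivum* counts in the carpophoroid. By counts they were the first and the third in the carpophoroid. Among the transcripts called higher there, they ranked the 12th and the 10th by fold change and the second and the third by p. Both passed when adjusted over the list alone, a list that the study chose on these samples and that is therefore not independent evidence.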

The first and third most highly upregulated *E. abortivum* transcripts in the carpophoroid tissue code for two oxalate decarboxylases, both of which were differentially upregulated in the carpophoroid tissue compared to the sporocarp (Fig. 3 to 5 and Table 1). There were other differentially upregulated *E. abortivum* transcripts in the carpophoroid that were not as highly upregulated that may also play a role in mycoparasitism. These include three β-trefoil-type lectins, three ABC transporters, two chitinases, and 14 MFS transcripts (Fig. 3; Table 1). 

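Of the 24 listed *E. abortivum* transcripts in the groups of oxalate decarboxylases, lectins, ABC transporters, chitinases and major facilitator superfamily (MFS) transporters, 17 were higher in the carpophoroid and none was higher in the sporocarp. All 3 β-trefoil-type lectins, sugar-binding proteins, and both chitinases, which cut the chitin of fungal cell walls, were called. Of the 3 ABC transporters, ATP-driven membrane pumps, 1 was called and 2 had too few counts to be tested. Of the 14 MFS transporters, 9 were called, 3 were tested and not called, and 2 were not tested. The 20 tested transcripts all had negative log2 fold changes, with a median of -3.65 and a range of -8.83 to -2.12. All 20 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples (edgeR's quasi-likelihood test).

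**Figure D1:**
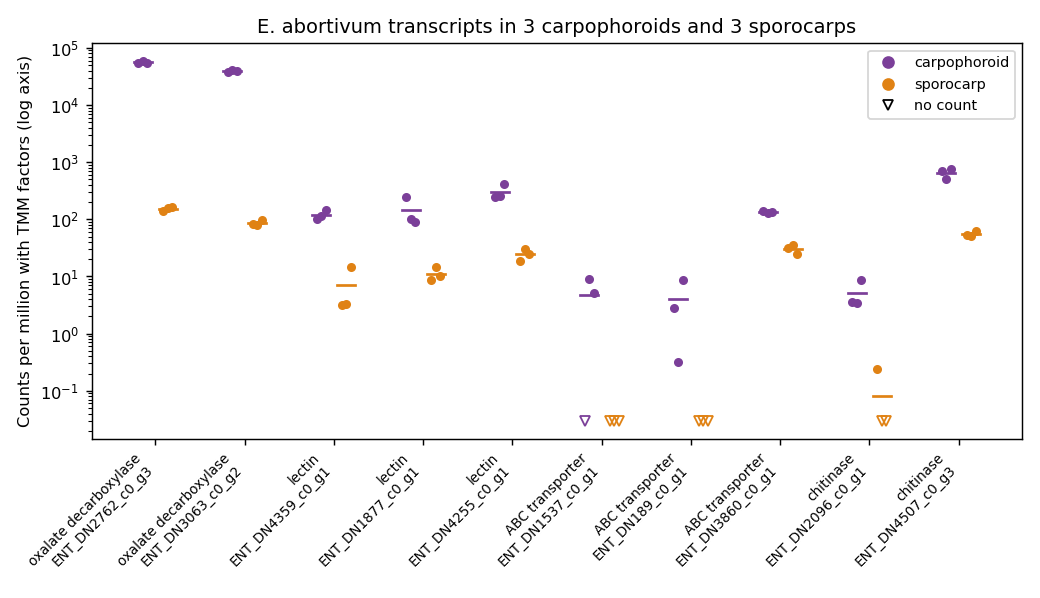
Levels of the oxalate decarboxylases, lectins, ABC transporters and chitinases of *E. abortivum* in 3 carpophoroids and 3 sporocarps, in TMM-scaled CPM on a log axis. Each point is a fruiting body, bars are group means, and open triangles at the foot mark fruiting bodies with no count. In every carpophoroid the oxalate decarboxylases lie above all the other transcripts shown, and 2 of the ABC transporters have no count in any sporocarp.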

We were unable to detect any transcripts belonging to secondary metabolite gene clusters that were differentially upregulated in the carpophoroids (Fig. 3). 

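The 2 *Armillaria* transcripts annotated as senescence associated were among the leading transcripts of the carpophoroid and higher there than in the sporocarp. It stays open whether *E. abortivum* reads on conserved transcripts add to the *Armillaria* counts in the carpophoroid. ARM_DN23207_c0_g2 had 15239 ± 2400 CPM in the carpophoroids and 1794 ± 589 in the sporocarps (SD, n = 3 each), a log2 fold change of -3.03 (standard error 0.31, adjusted p = 6.65e-04 from edgeR's quasi-likelihood test). ARM_DN996_c0_g1 had 12907 ± 2095 against 790 ± 338, a log2 fold change of -3.98 (standard error 0.37, adjusted p = 6.35e-04 from the same test). The heat shock protein 70 transcript ARM_DN1146_c0_g4, a protein-folding chaperone, had 3852 ± 53.6 against 1689 ± 19.0. Its log2 fold change of -1.14 (standard error 0.10, adjusted p = 6.18e-04 from the same test) did not reach the fold threshold; it was -2.15 with library size as the only scaling and -2.02 at equal depth, and was then called.

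**Figure D2:**
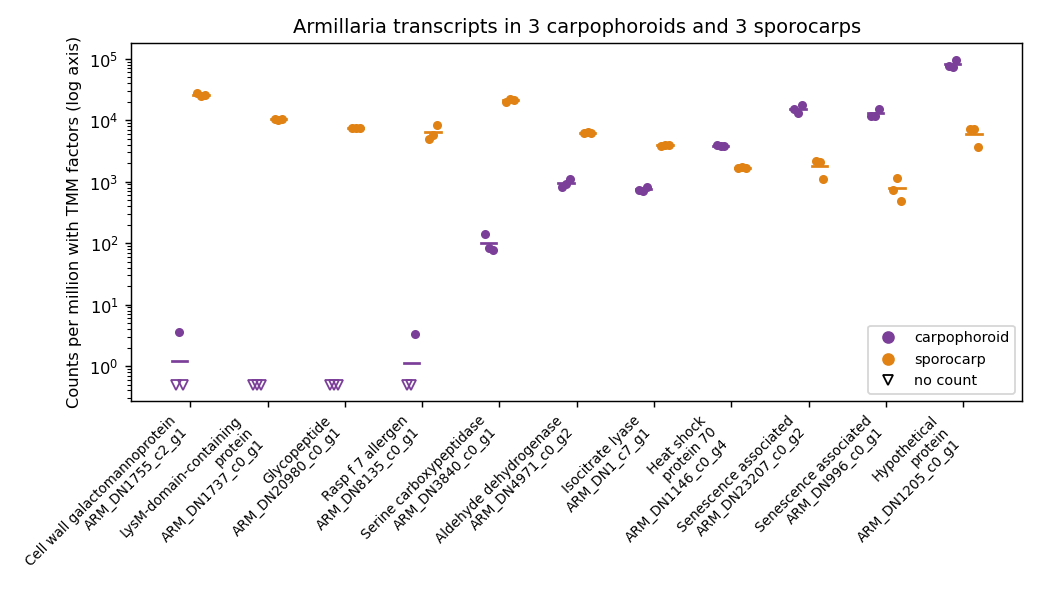
Levels of *Armillaria* transcripts in 3 carpophoroids and 3 sporocarps, in TMM-scaled CPM on a log axis. Each point is a fruiting body, bars are group means, and open triangles at the foot mark fruiting bodies with no count. The transcripts from the galactomannoprotein to isocitrate lyase are higher in the sporocarps with this scaling, and the remaining 4 are higher in the carpophoroids.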

Two *Armillaria* transcripts coding for putative senescence-associated proteins, as well as a heat shock protein associated with cell death, were differentially upregulated in the carpophoroid compared to the sporocarp (Table 2).

### Phylogenetic placement of *Armillaria* reads.

Phylogenomic analysis of 100 *Armillaria* BUSCOs generated in this study, in conjunction with previously published *Armillaria* genomes, shows a strongly supported sister relationship with an Armillaria mellea specimen from France (100% bootstrap support [BS]) (Fig. 7A). Phylogenetic analysis of all ITS sequences characterized as *A. mellea* from GenBank shows that this specimen is conspecific with specimens from eastern North America (Fig. 7B).

**FIG 7:**
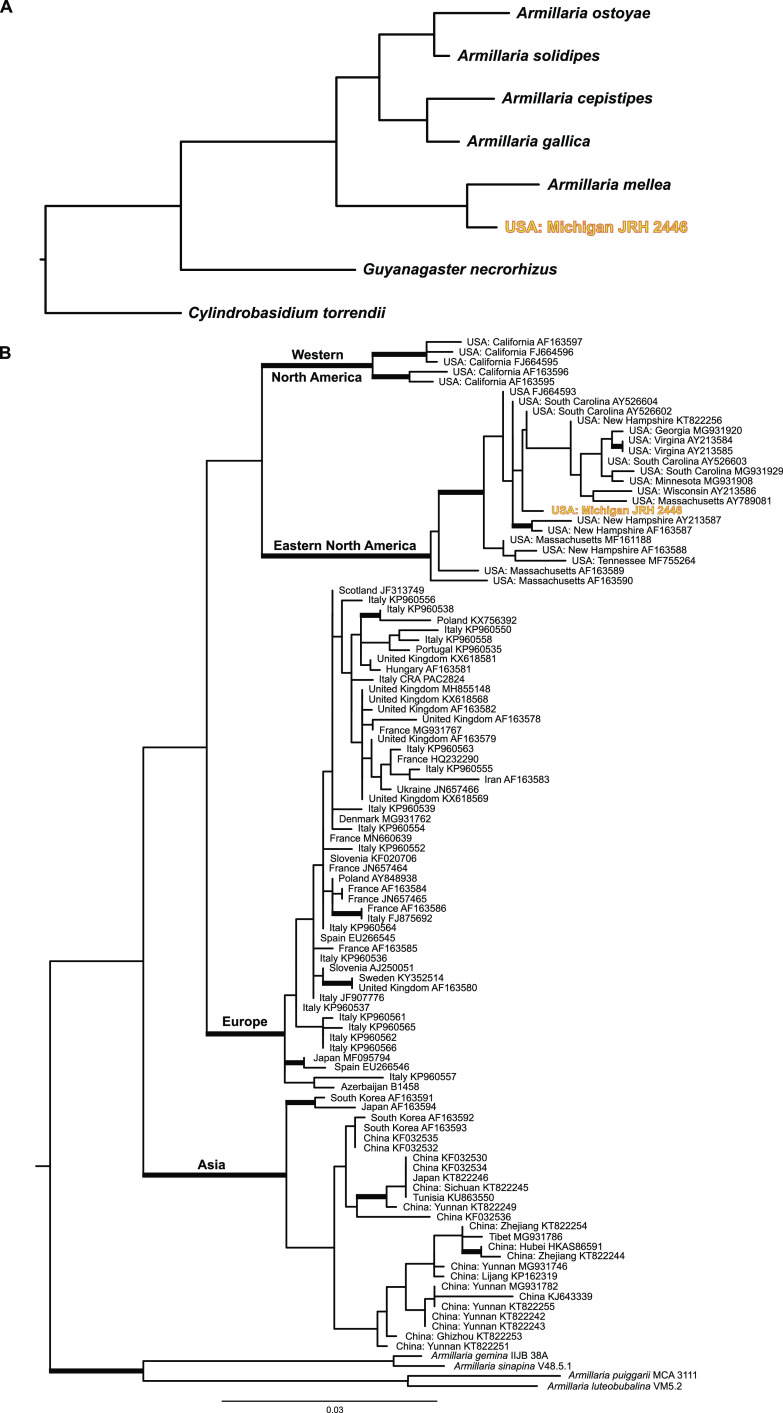
Phylogenetic placement of the *Armillaria* species used in this analysis. (A) Maximum likelihood phylogeny of *Armillaria* species and *Guyanagaster necrorhizus* generated from the analysis of 100 random BUSCOs. The outgroup taxon is *Cylindrobasidium torrendii*. Each node is fully supported with 100% bootstrap support. (B) Maximum likelihood phylogeny of *Armillaria mellea* phylogenetic tree generated from the analysis of the ITS region. Branches with 70% or more bootstrap support are thickened. Outgroup taxa include *A. gemina*, *A. luteobubalina*, *A. puiggarii*, and *A. sinapina*. The *Armillaria* specimen analyzed during this study is in bold and yellow in both phylogenies.

## DISCUSSION

The formation of carpophoroids associated with species of *E*. *abortivum* has traditionally been thought to be the result of an *Armillaria* species attacking and parasitizing *Entoloma* sporocarps (14), hypothesized on the basis that *Armillaria* species are widespread generalist forest pathogens that have a broad range of host plants (15). However, subsequent studies suggested the opposite: the production of carpophoroids is the result of *E. abortivum* disrupting the development of *Armillaria* sporocarps (17). Here, we employed RNA sequencing and differential gene expression analysis on field-collected fungal tissue of each of the three components of this association to better understand the mechanistic basis of this interaction. We determined that *E. abortivum* reads in the metatranscriptome of the carpophoroid tissue—which can be interpreted as a measure of living tissue—are almost 35 times more abundant than *A. mellea* reads (Fig. 6). This finding suggests that carpophoroids are structures that result from *E. abortivum* parasitizing, and eventually killing, its *Armillaria* host under natural conditions.

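Against its own sporocarps, *Armillaria* gave far fewer counts in the carpophoroid, while the *E. abortivum* totals of the 2 tissues overlapped. *E. abortivum* counts were 4399188 ± 933823 per carpophoroid and 3882437 ± 690408 per sporocarp (SD, n = 3 each; two-sided exact permutation test, p = 0.50). *Armillaria* counts were 234881 ± 53193 per carpophoroid and 5965494 ± 324020 per sporocarp, 25.4 times as many in the sporocarp (two-sided exact permutation test, p = 0.10, the smallest that 3 against 3 allow). Dividing each carpophoroid total by the mean sporocarp total of its species raised the *E. abortivum* to *Armillaria* ratio to 28.8. The totals were not adjusted for the number of reads sequenced per library, so their overlap or difference may partly reflect sequencing depth. The number of counts also depends on how much RNA each tissue gave and on how completely each assembly represents its species, which these totals do not separate. Taking mapped reads as a measure of living tissue, the paper proposes from the excess of *E. abortivum* reads in the carpophoroid that the carpophoroid results from *E. abortivum* parasitizing and eventually killing its host.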

Fungal-fungal necrotrophic mycoparasitic interactions are multistage processes that are best studied in model species, such as those in the genera *Trichoderma*, *Coniothyrium*, *Clonostachys*, and *Tolypocladium* (20). Genomic and transcriptomic studies of necrotrophic mycoparasites show a convergence of significant genetic mechanisms at each stage (20). The *E. abortivum* genes that are differentially upregulated in the carpophoroid tissue are largely consistent with other examples of necrotrophic mycoparasites in the Ascomycota. In the carpophoroid tissues we analyzed, *E. abortivum* appears to employ much of its energy on recognition and defense responses (Fig. 5). Inversely, the *Armillaria* sporocarps we analyzed illuminate possible mechanisms by which these two species recognize one another and how *Armillaria* responds to parasitism (Fig. 5).

### The genetics of the *Entoloma-Armillaria* mycoparasitic interaction.

A crucial step in a successful mycoparasite’s life history is the ability to sense its host. Genes involved in the recognition of the fungal prey include those that code for GPCRs (18, 20). However, we did not find any of these genes that were differentially upregulated by *E. abortivum* in the carpophoroid tissue (Fig. 3). Given the significantly lower number of *Armillaria* reads in the carpophoroid tissue compared to *E. abortivum*, we presume that these carpophoroids are relatively advanced in age, and expression of the genes used for sensing the presence of the host is no longer necessary.

We also identified three *E. abortivum* transcripts that code for β-trefoil-type lectins—proteins that bind to galactose units of sugar chains (23)—that were differentially upregulated in the carpophoroid tissue (Fig. 3 and 5). 

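All 3 lectin transcripts were low in the sporocarp and higher in the carpophoroid. ENT_DN4255_c0_g1 was the most abundant, at 301 ± 92.9 CPM in the carpophoroids and 24.6 ± 5.55 in the sporocarps (SD, n = 3 each), a log2 fold change of -3.61 (standard error 0.29, adjusted p = 3.54e-04 from edgeR's quasi-likelihood test). ENT_DN1877_c0_g1 had 145 ± 85.3 against 11.2 ± 3.11, a log2 fold change of -3.69 (standard error 0.48, adjusted p = 0.0026 from the same test). ENT_DN4359_c0_g1 had 120 ± 22.1 against 7.08 ± 6.64, a log2 fold change of -4.06 (standard error 0.68, adjusted p = 0.0067 from the same test). Single technical libraries stood apart for 2 of them: 1 carpophoroid library had 922 counts of ENT_DN4255_c0_g1 against 258 and 176 in the other libraries of that carpophoroid, and 1 sporocarp library had 76 counts of ENT_DN4359_c0_g1 against 4 and 2. Without that library, the counts of ENT_DN4359_c0_g1 relative to the scaled totals were 43.1 times as high in the carpophoroid in place of 15.1. Tested against the threshold of 2 itself, ENT_DN1877_c0_g1 (adjusted p = 0.058 from edgeR's glmTreat) and ENT_DN4359_c0_g1 (adjusted p = 0.12) were not called.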

In well-studied mycoparasitic interactions, the recognition, attachment, and coiling around a fungal substrate are mediated by lectins expressed by at least one of the fungal partners (24–26). More specifically, basidiomycete β-trefoil-type lectins have previously been shown to play a role in the recognition of nonself glycans (27). Interestingly, the most abundant and differentially upregulated transcript produced in the *Armillaria* sporocarps, the substrate to which *E. abortivum* hyphae attach, codes for a cell wall galactomannoprotein (Fig. 4 and 5). These proteins belong to a group of glycans which consist of a mannose backbone with galactose side chains and are known to make up a major part of the cell wall of some fungal species (28). This particular galactomannoprotein appears to be specific to *Armillaria* species. 

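Galactomannoprotein transcripts had 26077 ± 1781 CPM in the *Armillaria* sporocarps (SD, n = 3), and the next most abundant transcript, the serine carboxypeptidase, had 21076 ± 1071. The galactomannoprotein made up 1.83% of all *Armillaria* sporocarp counts. Its single carpophoroid count fell in 1 technical library of the second carpophoroid, and 8 of the 9 libraries had none. Each of the 9 sporocarp libraries had between 32452 and 38781 counts of it. The change was called in edgeR's quasi-likelihood test (adjusted p = 2.93e-04).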

Watling (14) commented on the highly specific nature of this interaction and that it has been documented only occurring between *E. abortivum* and *Armillaria* species. One possible mediator of the specificity of this interaction could be the galactose sugars on the mannose protein (known thus far only from *Armillaria* species) that are the means by which *E. abortivum* β-trefoil-type lectins recognize and attach to the *Armillaria* host. However, more genome sequencing of other Agaricales species is needed to determine whether this protein is truly specific to species in the genus *Armillaria*.

During mycoparasitic interactions, the fungal host responds by mounting its own defense, and a successful mycoparasite must be able to cope with this counterattack (18, 20). Oxalic acid (OA) is a virulence factor employed by some plant pathogens, including species of *Armillaria*, to compromise the defense responses of the host plant by creating an acidic environment (29, 30). 

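Isocitrate lyase, an enzyme of the glyoxylate cycle, was higher in the *Armillaria* sporocarp than in the carpophoroid. ARM_DN1_c7_g1 had 3884 ± 127 CPM in the sporocarps and 752 ± 64.8 in the carpophoroids (SD, n = 3 each), with 193 to 317 counts behind each carpophoroid value. Its log2 fold change was 2.42 (standard error 0.13, adjusted p = 3.44e-04 from edgeR's quasi-likelihood test). The direction held with library size as the only scaling, but at 1.41 the change was under the threshold of 2, as it was at 1.40 when all samples were thinned to equal depth.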

One differentially upregulated *Armillaria* transcript in the sporocarps codes for isocitrate lyase (Fig. 5), which is involved in OA biosynthesis in other fungal pathogens (31, 32), and we suspect that *Armillaria* sporocarps may utilize OA to defend against the initial infection by *E. abortivum*. However, two of the most abundant and differentially upregulated *E. abortivum* transcripts in the carpophoroid tissue code for oxalate decarboxylases—enzymes responsible for the degradation of OA (Fig. 3, 4, and 5D; Table 1). In at least one known well-studied mycoparasitic interaction, OA is secreted by the fungal host, Sclerotinia sclerotiorum, in reaction to penetration by its mycoparasite, Coniothyrium minitans. The acidic environment created by the secreted OA inhibits conidial germination and suppresses mycelial growth of *C. minitans* (33). However, *C. minitans* nullifies the growth-suppressing effects of OA or OA-mediated low pH by degrading the OA (34, 35), an enzymatic process largely mediated by oxalate decarboxylase. Because of this, oxalate decarboxylase plays an imperative role in mycoparasitism as OA degradation is vital for infection of the fungal host (36). Given the abundance of these genes produced by *E. abortivum* in the carpophoroid, we suspect a similar scenario in this mycoparasitic interaction. Subsequent downregulation of isocitrate lyase by *Armillaria* in the carpophoroids suggests that its genetic defense responses to infection were likely over at the time of our sampling.

Other ways that mycoparasites cope with the counterattack launched by their host include actively excreting host-secreted toxins. Here, we hypothesize that active extrusion of toxins secreted by the host occurs in the *E. abortivum* carpophoroid tissue via membrane transporters in the ABC superfamily (37–39). Three ABC transporters were differentially upregulated in the carpophoroid tissue (Fig. 3). 

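ENT_DN3860_c0_g1 was the ABC transporter with enough counts to test, and it was higher in the carpophoroid. It had 134 ± 4.49 CPM in the carpophoroids and 30.4 ± 5.09 in the sporocarps (SD, n = 3 each), a log2 fold change of -2.14 (standard error 0.16, adjusted p = 2.78e-04 from edgeR's quasi-likelihood test). With library size as the only scaling its log2 fold change was -1.63, under the threshold, and it was not called in a test against the threshold of 2 itself (adjusted p = 1.00 from edgeR's glmTreat). ENT_DN1537_c0_g1 had 29 and 17 counts in 2 carpophoroids, none in the other and none in the sporocarps, at least 19.2-fold higher over the group, or at least 12.5-fold without the 1 technical library that held 19 of these counts. ENT_DN189_c0_g1 had 13, 1 and 29 counts in the carpophoroids and none in the sporocarps, at least 18.0-fold higher. With no filter they were tested and not called (edgeR's quasi-likelihood test, adjusted p = 0.12 for ENT_DN1537_c0_g1 and 0.077 for ENT_DN189_c0_g1). ENT_DN1537_c0_g1 was called in the quasi-likelihood test without the first carpophoroid (adjusted p = 0.020). That carpophoroid was the one without a count, so this call is no independent support. Both transcripts were called when the 9 technical libraries, which are not independent samples, were taken as replicates in edgeR's exact test.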

Another group of genes that were differentially upregulated by *E. abortivum* in the carpophoroid belong to the major facilitator superfamily (MFS) transporters (Fig. 3). 

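MFS transporters carry small molecules such as sugars and toxins across membranes. The most abundant of them in the carpophoroid, ENT_DN6695_c0_g1, had 2747 ± 152 CPM there and 86.2 ± 10.9 in the sporocarps (SD, n = 3 each), a log2 fold change of -4.99 (standard error 0.12, adjusted p = 2.54e-06 from edgeR's quasi-likelihood test). Among the tested MFS transcripts, ENT_DN3981_c0_g1 had the largest log2 fold change, from 18.6 ± 3.31 in the sporocarps to 675 ± 8.57 in the carpophoroids, a log2 fold change of -5.18 (standard error 0.16). ENT_DN4751_c0_g2 had a log2 fold change of -3.97 (standard error 0.11). ENT_DN3943_c0_g1 at -3.30 and ENT_DN3943_c0_g2 at -3.41 belong to 1 component of the assembly and may share reads. ENT_DN2070_c0_g1 at -2.50 and ENT_DN3474_c0_g1 at -2.29 were not called with library size as the only scaling, which gave -1.78 for the latter. ENT_DN1954_c0_g1 had -4.34 (standard error 0.59), and 1 of its sporocarp libraries had 96 counts against 11 to 39 in the others, while its carpophoroid libraries ranged from none to 750. ENT_DN2744_c0_g1 rested on 89 counts against 6, a ratio of 18.6 that became 33.6 without 1 sporocarp library with 3 of the 6, and was not called in a test against the threshold of 2 itself (adjusted p = 0.16 from edgeR's glmTreat).

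Transcripts tested and not called had log2 fold changes of -2.12 for ENT_DN1998_c0_g1 (adjusted p = 0.077 from edgeR's quasi-likelihood test), -2.70 for ENT_DN3292_c0_g1 (adjusted p = 0.084) and -2.66 for ENT_DN3861_c0_g1 (adjusted p = 0.11). The first had 363 counts in 1 carpophoroid library against 9 to 47 in the others, without which it was 1.99 times as high in the carpophoroid in place of 4.96, and the second had 1462 of its 1704 carpophoroid counts in 1 carpophoroid. ENT_DN409_c0_g1, with 19 counts in the carpophoroids and 2 in the sporocarps (ratio 11.9, 95% counting interval 2.87 to 106; 20.7 without 1 sporocarp library with 1 count), and ENT_DN6588_c0_g1, with 73 and none (at least 30.5-fold higher), had too few counts to be tested. Of these 73 counts, 40 were in 1 technical library, without which ENT_DN6588_c0_g1 was at least 15.3-fold higher. All 5 were called when the 9 technical libraries, which are not independent samples, were taken as replicates in edgeR's exact test. In edgeR's quasi-likelihood test, ENT_DN3861_c0_g1 was also called without the third carpophoroid (adjusted p = 0.014) and ENT_DN6588_c0_g1 without the second (adjusted p = 0.020). In both cases the carpophoroid left out was the one with the fewest counts, 24 of ENT_DN3861_c0_g1 and none of ENT_DN6588_c0_g1. These calls are therefore no independent support for a change.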

In *C. rosea*, there was selection for genes in this family that were related to drug resistance and the transport of secondary metabolites, small organic compounds, and carbohydrates (40). Their importance to mycoparasitism in *C. rosea* is predicted to invoke efflux-mediated protection against exogenous or endogenous secondary metabolites and nutrient uptake (40). MFS transporters have also been shown to be induced in other mycoparasitic species (19, 41), but their exact biological roles have not been investigated.

In mycoparasitism, the final death of the host often results from the synergistic actions of cell wall-hydrolytic enzymes and antifungal secondary metabolites (18, 20). No secondary metabolite gene clusters identified in the *E. abortivum* transcriptome were differentially upregulated in the carpophoroid tissue (Fig. 3). In some mycoparasitic relationships, the secretion of secondary metabolites occurs early in the interaction, including in *Escovopsis weberi*, which secretes toxic compounds that kill the leafcutter ant garden before contact (5). In culture experiments between *Armillaria* isolates and *E. abortivum*, the growth of *Armillaria* was severely inhibited by the presence of *E. abortivum* (42). This suggests that *E. abortivum* may potentially secrete a toxic compound early in the interaction that inhibits the growth of *Armillaria*. Given that significantly more of the living tissue in the carpophoroids belonged to *E. abortivum* (Fig. 6), it is possible that much of the *Armillaria* tissue was killed preceding the full development of the carpophoroid.

Additionally, we hypothesize that the upregulated β-trefoil-type lectin in *E*. *abortivum* that may be important in hyphal recognition may also be cytotoxic toward *Armillaria*. This type of lectin has sequence homology, as well as putative structural similarity, to the B-subunit of ricin, a toxic protein from the castor bean Ricinus communis (43). An array of β-trefoil-type lectins have been characterized from the sporocarps of the mushroom-forming species *Clitocybe nebularis* (44), Coprinus cinerea (27), Macrolepiota procera (45), and Boletus edulis (46). Besides being important for nonself recognition, these same mushroom lectins also exhibit entomotoxic activity (47) as well as nematoxic activity (27, 45, 48). Taken together, it is possible that the *E. abortivum* β-trefoil-type lectins may also function as toxins toward *Armillaria*. While the *E. abortivum* transcripts coding for these lectins are not in the highest abundance in the carpophoroid tissue (Fig. 5), this could be because most of the *Armillaria* sporocarp tissue is already dead and the potential lethal effects produced by them are no longer necessary.

Chitin is an essential polymer in fungal cell walls (49) and is an important target during mycoparasitic attack (20). Indicative of the importance of chitinases in mycoparasitic interactions, members of the genus *Trichoderma*, as well as Tolypocladium ophioglossoides and *Escovopsis weberi*, have an increased number of genes coding for them (19, 50–53). Nine fungal chitinases were detected in the transcriptome of *E. abortivum*, which is fewer than the 13, 19, 20, and 29 detected in the closely related species Tricholoma matsutake (54), Clitocybe gibba (55), Lyophyllum atratum (56), and Lepista nuda (55), respectively (Fig. 2). 

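Both chitinase transcripts were higher in the *E. abortivum* carpophoroid, at levels far below the leading transcripts. ENT_DN4507_c0_g3 had 651 ± 134 CPM in the carpophoroids and 54.9 ± 5.70 in the sporocarps (SD, n = 3 each), a log2 fold change of -3.57 (standard error 0.19, adjusted p = 5.51e-05 from edgeR's quasi-likelihood test), and ranked the 294th by carpophoroid counts. In 1 technical library of the second carpophoroid it had 41 counts, against 787 and 760 in the other libraries of that carpophoroid. ENT_DN2096_c0_g1 ranked the 7248th, with 56 counts over the carpophoroids and 1 over the sporocarps, a ratio of 70.2 with a 95% counting interval of 12.1 to 2823, or at least 21.1-fold higher without the sporocarp library of that 1 count. It was called (adjusted p = 0.0079 from edgeR's quasi-likelihood test), but not in a test against the threshold of 2 itself (adjusted p = 0.091 from edgeR's glmTreat), and it had too few counts to be tested at equal depth.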

Only two of those *E. abortivum* chitinases were differentially upregulated in the carpophoroid tissue (Fig. 3) and were not abundant in comparison to other genes, suggesting minimal significance at this stage in carpophoroid development. One possibility for this difference in abundance could be the result of the putatively acidic pH in the carpophoroid that we infer based on the high gene expression of oxalate decarboxylases. In *C. minitans*, chitinase activity is positively correlated with ambient pH ranging from 3 to 8 (57), so it is possible that chitinase activity in *E. abortivum* will increase after a neutral pH is restored. Another possibility for the low abundance is that most of the *Armillaria* host tissue was already broken down, reducing the need for chitinase activity.

Some of the putatively mycoparasitism-related genes outlined above were also differentially upregulated by *Armillaria* in the carpophoroid tissue. These include genes that code for MFS, ABC transporters, chitinases, and secondary metabolite gene clusters (Fig. 3). This suggests that *Armillaria* may be using many of the same genetic mechanisms to defend itself against parasitism by *E. abortivum*. Additionally, the degree of expression changes—in both the number of differentially upregulated transcripts and the log fold change (logFC)—between the sporocarp and carpophoroid is much greater in *Armillaria* than in *E. abortivum* (Fig. 3 and 4), which could reflect an increase in the level of defense from *Armillaria*. However, this defense is apparently not enough to overcome the parasitic adaptations of *E. abortivum*.

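A larger share of transcripts was called in *Armillaria* than in *E. abortivum*: 78.2% of the tested *Armillaria* transcripts against 7.28% of the *E. abortivum* transcripts, a ratio of 10.7. The *Armillaria* share includes 3178 calls without a carpophoroid count whose depth cannot show a change of the threshold's size, against 0 such calls in *E. abortivum*. The median absolute log2 fold change of the called transcripts was 7.80 in *Armillaria* and 2.86 in *E. abortivum*. Most of that difference in size rests on transcripts without a count in a group: 9531 of the 13274 called *Armillaria* transcripts had none in the carpophoroids and 355 none in the sporocarps. With such transcripts set to the bound given by the floor of 3 counts, the *Armillaria* median was 2.89 and the *E. abortivum* median was again 2.86. These bounds are minima set by depth, so the *Armillaria* value is no estimate, and the medians do not show changes of equal size. Of the 3016 *Armillaria* transcripts with at least 1000 counts over the sporocarps, 976 (32.4%) had no count in any carpophoroid, where the sporocarp profile predicts at least 39.4 counts for each. The other transcripts had a median log2 ratio of observed to predicted counts of -1.56. In *E. abortivum*, 1 of 2106 such transcripts had no carpophoroid count.

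The ratio of the shares depended on depth and threshold: it was 6.30 with all samples thinned to 191121 counts, 2.99 without a fold threshold and 23.9 in a test against the threshold itself. The difference between the species was not tested beyond these ratios, since each species has its own table and fit. The paper proposes that the greater change could reflect an increased level of defense by *Armillaria*.

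**Figure D3:**
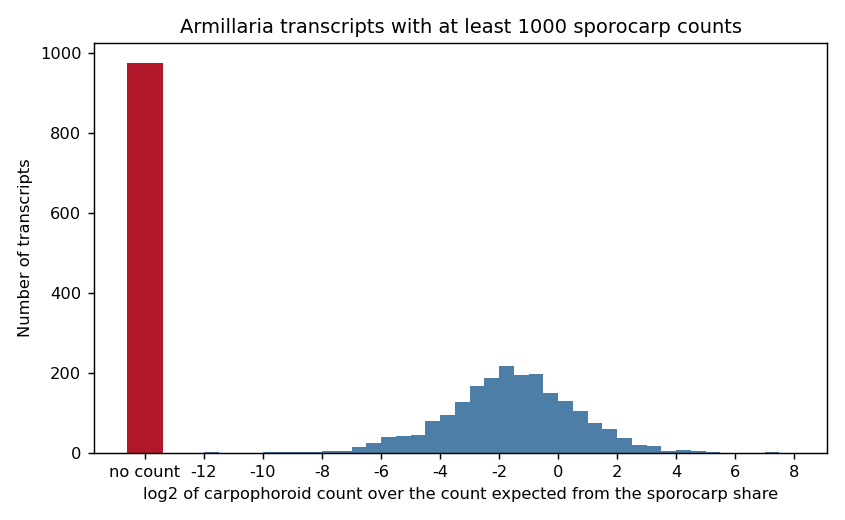
Number of *Armillaria* transcripts with at least 1000 sporocarp counts, by the log2 ratio of their carpophoroid count to the count expected from their share in the sporocarps. The bar at the left is the 976 transcripts with no carpophoroid count, and the others spread around a median of -1.56.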

### Gene and CAZyme content of *E. abortivum*.

The number of predicted gene models in the transcriptome of *E. abortivum* was 9,728, which is markedly fewer than the number of gene models in the genomes of its closest sequenced relatives (Fig. 2, middle panel). Additionally, relative to other closely related mushroom species, *E. abortivum* also exhibits a strong reduction in several gene families encoding CAZymes (Fig. 2, right panel) and contains no cellobiohydrolases, xylanases, or polysaccharide monooxygenases. This finding is consistent with what has been observed in obligate mycoparasites and animal pathogens, which also have reduced CAZyme repertoires compared to fungi that utilize other nutritional strategies, hypothesized to be the result of their highly specialized interactions with their hosts (50, 58, 59). Therefore, it is possible that *E. abortivum* retained only the CAZymes and accessory genes necessary to interact with *Armillaria* species. While a genome sequence of *E. abortivum* will be necessary to confirm this reduction, the BUSCO analysis verified that the *E. abortivum* transcriptome contains nearly 95% of the core set of eukaryotic genes, which suggests that our transcriptome is relatively complete, and it is unlikely that entire gene families are underrepresented.

Another possibility for the reduction in CAZymes could be explained by a broader nutritional strategy employed by *Entoloma* species, some of which form ectomycorrhiza-like structures on host plant species (60–62). Ectomycorrhizal species have a marked reduction in CAZymes in comparison to their saprotrophic ancestors (63), which we also observe with *Tricholoma matsutake* (Fig. 2, right panel). However, microscopic analyses of *Entoloma* ectomycorrhiza-like structures suggest that some species destroy root meristems and young root cells, suggestive of a more parasitic relationship (60, 61). One explanation is that *Entoloma* species, in general, are parasites of true ectomycorrhizae. More broadly, other species within the Entolomataceae are suspected mycoparasites, as they have been reported growing in close association with the sporocarps of other species (reviewed in reference 17), including Entoloma parasiticum (=Claudopus parasiticus) and Clitopilus fasciculatus (64, 65). This explanation would also add credence to the evidence that Entolomataceae species are difficult to culture and are slow growing (62). Additional research utilizing genomes and laboratory studies to understand the nutritional strategy employed by this lineage will inform us as to whether fungal parasitism in this group is more common than it is currently understood to be. Lastly, it should be noted that *Entoloma* species, and *E*. *abortivum* in particular, form sclerotia in culture and presumably in soil (14, 17). These resting structures are perhaps a dormancy mechanism in the soil to survive seasonality when host tissue is unavailable. Because the timing and presence of *E*. *abortivum* fruitings have been hard to predict, we were not able to observe or acquire a transcriptome for the sclerotia in the field.

### Gene content and identity of *Armillaria* species in this interaction.

The number of predicted gene models in the transcriptome of this *Armillaria* species was 38,215 (Fig. 2, middle panel). This is substantially greater than all other sequenced *Armillaria* species, which range from 14,473 to 25,704 gene models (22, 66). However, when we looked for gene models in our transcriptome that belong to known *Armillaria* species, this reduced the total number of gene models to 29,936 (Fig. 2, middle panel). The excess gene models in the *Armillaria* transcriptome, compared to reference genomes, likely represent duplicated gene models with splice variants, a common artifact of transcriptome sequencing (67). Additionally, nearly one-quarter of the gene models in the *Armillaria* sporocarps were from organisms other than *Armillaria*, including the yeast *Kodamaea*, highlighting the fact that field-collected sporocarps are not composed of tissue from a single organism. However, none of these contaminating organisms had genes that were both abundant and differentially upregulated that we predicted to play a role in this interaction.

Phylogenomic analysis of the *Armillaria* transcripts generated in this study suggests that the specific *Armillaria* species parasitized in this relationship is sister to an *A. mellea* specimen collected from western Europe (Fig. 7A). An ITS-based phylogenetic analysis shows the *Armillaria* specimen collected in this study is conspecific with other *A. mellea* collections from eastern North America (Fig. 7B). Before now, observations of *A. mellea sensu stricto* fruiting in proximity to carpophoroids (17) hinted that it may be a host to *E. abortivum*. Here, though, we show for the first time using genomic data that *A. mellea sensu stricto* can definitively serve as a host for *E. abortivum.* However, our hypothesis is that this interaction does not appear specific to just *A. mellea sensu stricto* as Armillaria gallica, Armillaria ostoyae, Armillaria jezoensis, *Armillaria* sp. Nag. E, and Desarmillaria tabescens have been previously confirmed as hosts in this interaction as well (17, 42, 68). However, a broad geographic sampling of carpophoroids using molecular markers or genomic information could address this question more thoroughly. Interestingly, *Armillaria* species parasitized by *E. abortivum* appear to be only those present in eastern North America and eastern Asia (17, 42, 68).

### Conclusions.

Data from this study support the hypothesis that *E. abortivum* is a mycoparasite of *Armillaria* sporocarps. Three β-trefoil-type lectins are differentially upregulated by *E. abortivum* in the carpophoroid tissue, and we propose that these lectins mediate recognition with *Armillaria* sporocarps through binding to an *Armillaria*-specific galactomannoprotein. We hypothesize that by using oxalate decarboxylase, *E. abortivum* is likely defending against the secretion of OA by *Armillaria*. These strategies employed by *E*. *abortivum* for recognition and defense are similar to mechanisms utilized by other mycoparasites, suggesting that even distantly related mycoparasites utilize similar genetic mechanisms to mediate mycoparasitic interactions. One weakness of this study is that we were limited to the carpophoroid life stage that was available at the point of collection, which led us to speculate about what is occurring during other stages of mycoparasitism (i.e., sensing the host, initiating the interaction, and killing and consuming the host). Therefore, future studies using culture methods, isotopic analysis, and metatranscriptomics of naturally collected carpophoroids at different life stages (i.e., younger and older carpophoroid specimens) will be necessary to completely tease apart the putative mycoparasitic strategies employed by *E. abortivum* and the defense responses by the *Armillaria* host. Finally, given that *Armillaria* species are pathogens in both natural and agronomic systems, a better understanding of this interaction may lead to the development of biocontrol methods for the control of *Armillaria* root rot.

## MATERIALS AND METHODS

### Sample collection, preparation, and sequencing.

Sporocarps of *Armillaria* sp., *E*. *abortivum*, and the mixed-tissue carpophoroids were observed fruiting in proximity to one another on 18 September 2015 within the Baker Woodlot and Rajendra Neotropical Migrant Bird Sanctuary, Michigan State University, East Lansing, MI (42°42′56.4″ N, 84°28′34.4″ W) (collection accession no. JRH 2446). Entire sporocarps were collected, immediately flash frozen in liquid nitrogen, and subsequently stored at −80°C. At the time of processing, three biological replicates of each of the three tissue types (*Armillaria* sp. sporocarp, *E. abortivum* sporocarp, and carpophoroid) were individually ground in liquid N_2_. Total RNA was then extracted from the ground tissue using the Qiagen RNeasy kit (Qiagen Inc., Hilden, Germany) according to the manufacturer’s protocol. RNA concentration and quality for each of the samples were assessed on a DeNovix DS-11 FX spectrophotometer (DeNovix Inc., Wilmington, DE, USA) and then shipped directly to the University of Minnesota’s Genomics Center (https://genomics.umn.edu). Three technical replicates were sequenced for each biological replicate. Transcriptomic and metatranscriptomic libraries were constructed with the TruSeq standard total RNA library preparation kit with Ribo-Zero ribosomal reduction following the protocol developed by Schuierer et al. (69). Nucleotide sequencing was performed on the Illumina HiSeq 2500 system (Illumina Inc., San Diego, CA, USA), and paired-end RNA sequence reads of 51 bp were generated for further analysis.

### *De novo* transcriptome assembly, transcript abundance estimation, and gene expression analysis.

The quality of the raw reads was assessed using FastQC version 0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc). The range of the number of reads for each condition is as follows: *E. abortivum* sporocarps ranged from 10,584,302 to 14,473,328, *Armillaria* sporocarps ranged from 11,712,320 to 12,431,979, and the carpophoroids (containing reads from both organisms) ranged from 9,146,682 to 12,852,086. Sequencing adaptors were trimmed, and PhiX contaminants were filtered for each sample using BBDuk (https://jgi.doe.gov/data-and-tools/bbtools/bb-tools-user-guide/bbduk-guide/). Prior to transcriptome assembly, k-mer hash sizes were estimated with *khmer* (70). *De novo* assemblies were constructed independently for both *Armillaria* sp. and *E*. *abortivum* with Trinity version 2.11.0 (71) using the trimmed reads generated from the respective sporocarp reads. Assembly statistics for both transcriptomes were generated with QUAST version 5 (72), and transcriptome completeness was assessed by determining the percentage of sequenced BUSCOs in each (73).

The results of the *de novo* transcriptome assemblies were used as references to perform sample-specific expression analysis. The trimmed sporocarp reads from each of the nine replicates were mapped against their respective reference transcriptomes using Bowtie 2 (74) followed by calculation of abundance estimates using RSEM (75). The trimmed carpophoroid reads were also subsequently mapped, following the same protocol as described above, to both the *Armillaria* sp. and *E*. *abortivum* transcriptomes. Because of the close phylogenetic relatedness between these two species, and to filter out poorly aligned reads, we retained only mapped reads for all samples that had a MAPQ (MAPping Quality) value of 30 and above, which is equivalent to reads that have a 99.9% chance of hitting the correct match. The R package edgeR (76) and “trimmed mean of m-value” (TMM) normalization (77) were used to determine differentially upregulated transcripts between (i) *Armillaria* sporocarps and carpophoroids and (ii) *E. abortivum* sporocarps and carpophoroids. Transcripts were considered differentially upregulated if they had a logFC of two or greater and a false-discovery rate (FDR)-adjusted *P* value, or *q* value, of <0.05. All statistical analyses for the packages listed above were conducted using R version 4.0.3 (http://www.r-project.org/).

We used SAMtools (78) to determine the number of reads from the carpophoroids that mapped to our reference transcriptomes of *E. abortivum* and our particular *Armillaria* species. To understand whether the number of reads that mapped to the carpophoroids differed significantly between each fungal species, we performed an *F* test of equality of variances and then a two-tailed *t* test assuming unequal variance with a *P* value of <0.05 denoting significance.

### Sporocarp transcriptome and carpophoroid metatranscriptome annotation.

We annotated the *Armillaria* sp. and *E*. *abortivum* transcriptomes using Trinotate version 3.2 (79). Briefly, the transcripts were translated to coding protein sequences using TransDecoder version 5.5.0 (http://transdecoder.github.io) following identification of the longest open reading frames. To identify the most likely homologous sequence data, we used blastx on the transcripts and blastp on the predicted protein sequences (80). Using the predicted protein sequences, we also ran an HMMER (81) search against the PFAM database (82) to identify conserved domains that might be suggestive of function. We also compared these results to currently curated annotation databases such as Gene Ontology (GO) (83) and Kyoto Encyclopedia of Genes and Genomes (KEGG) (84–86). We used dbCAN2 (87) to annotate the CAZymes present in both species and compared their CAZy content to other closely related Agaricales species (22, 54–56), along with antiSMASH version 5.0 (88) to identify transcripts that belong to secondary metabolite gene clusters for both *Armillaria* and *E. abortivum*.

Finally, because this work was based off *de novo* transcriptome assemblies, there was the possibility that transcripts from contaminating organisms, including insects, yeasts, and other fungi, were also present and might be confounding the results. We approached this issue multiple ways. First, we extracted all internal transcribed spacer (ITS) regions from both transcriptomes, including the regions 18S, ITS1, 5.8S, ITS2, and 28S, using ITSx (89), and identified the origin of those sequences. To verify the number of mapped reads that represent rRNA, we also calculated the proportion of reads that mapped to the transcripts that contained the ITS sequences to the total number of mapped reads. Second, because high-quality genome assemblies of *Armillaria* exist (22, 66), we used Exonerate (90) to determine how many of the gene models in our *Armillaria* transcriptome are orthologs of *A. gallica*—the *Armillaria* species with the largest number of known gene models. Finally, all genes that we report on as important to this interaction were manually verified to be from the target organism—*Armillaria* or *E. abortivum*—using the NCBI blastx tool (80) against the nonredundant protein sequences database and confirming a hit from the Physalacriaceae or Entolomataceae/Lyophyllaceae, respectively.

### Phylogenetic analysis of *Armillaria* transcripts.

In order to identify the specific species of *Armillaria* associated in this relationship, we identified BUSCOs (73) from the transcriptome of our *Armillaria* sporocarps along with other *Armillaria* and Physalacriaceae species with previously sequenced genomes (22, 66, 91, 92). We randomly selected 100 BUSCOs to reconstruct a phylogenomic tree from the six *Armillaria* specimens (22, 66), Guyanagaster necrorhizus (92), and Cylindrobasidium torrendii (91), which served as the outgroup. Protein-coding sequences were aligned using MAFFT version 7 (93), and noninformative sites and nonaligning regions were trimmed with Gblocks (94). The 100 BUSCOs were concatenated into a supermatrix with 64,436 sites. This supermatrix was used to infer a species tree and branch support using RAxML-NG (95), using a partitioned WAG+G model, where each data partition represented an individual BUSCO.

To expand on the phylogenomic analysis above, we used the representative *Armillaria* ITS sequence obtained from ITSx, and given the close relationship of our *Armillaria* species to *A. mellea*, we pulled all *A. mellea* ITS sequences from GenBank that included associated location metadata (96–110) (see Table S1 in the supplemental material). These sequences were aligned using MAFFT version 7 (93), with refinements to the alignment performed manually. RAxML-NG (95) was used to reconstruct this phylogeny. Taxa used to root this phylogeny included Armillaria gemina, Armillaria sinapina, Armillaria puiggarii, and Armillaria luteobubalina—all members of the sister lineage to *A. mellea fide* (16).

10.1128/mSystems.00544-21.1 TABLE S1 Location and GenBank accession numbers of *Armillaria mellea* sequences used in the phylogenetic analysis. Download Table S1, DOCX file, 0.02 MB. Copyright © 2021 Koch and Herr. 2021 Koch and Herr. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Data and code availability.

The raw reads and assembled transcriptomes generated during this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO series accession number GSE183699 or under the NCBI BioProject accession no. PRJNA761704. All other associated data, including analysis code and information on voucher collections, are available at https://github.com/HerrLab/Koch_Arma-Ento_2021.

## Supplementary Material

Reviewer comments

# Supplementary material for: Transcriptomics Reveals the Putative Mycoparasitic Strategy of the Mushroom Entoloma abortivum on Species of the Mushroom Genus Armillaria
**Source:** mSystems. 2021 Oct 12;6(5):e00544-21. doi: 10.1128/mSystems.00544-21
**Supplement:** TABLE S1

**Table S1** - Location and GenBank accession numbers of *Armillaria mellea* sequences used in the phylogenetic analysis

Country GenBank Collection/Herbarium no. Reference

Azerbaijan EF637086 B1458 1*

China KF032530 DF1 2*

China KF032532 SY1 2*

China KF032534 DJ4 2*

China KF032535 KY5 2*

China KF032536 KY4 2*

China KJ643339 HZ4 2*

China KP162319 Lijiang 3*

China: Ghizhou KT822253 HKAS86592_G_02001_5 (86)

China: Hubei KT822252 HKAS86591_G_01010_1 (86)

China: Sichuan KT822245 HKAS49004 (86)

China: Yunnan KT822242 HKAS85471 (86)

China: Yunnan KT822243 HKAS86612_K_00109_4 (86)

China: Yunnan KT822249 HKAS85599 (86)

China: Yunnan KT822251 HKAS86590_G_00020_6 (86)

China: Yunnan KT822255 HKAS86597_G_99044_2 (86)

China: Yunnan MG931746 CBSK_CFCC81073 4*

China: Yunnan MG931782 HMAS253414 4*

China: Zhejiang KT822244 HKAS86594_G_04055_9 (86)

China: Zhejiang KT822254 HKAS86593_G_04054_14 (86)

Denmark MG931762 H7000666 4*

France AF163584 B527 (87)

France AF163585 B525 (88)

France AF163586 B1245 (87)

France HQ232290 D4 5*

France JN657464 D1 5*

France JN657465 D5 5*

France MG931767 H7031840 4*

France MN660639 SREF2371 (89)

Hungary AF163581 B1212 (88)

Iran AF163583 B1205 (88)

Italy FJ716618 CRA-PAV2824 6*

Italy FJ875692 CMW 11265 (90)

Italy JF907776 8602 (91)

Italy KP960536 ER1960 7*

Italy KP960537 ER1961 7*

Italy KP960538 ER1962 7*

Italy KP960539 ER1963 7*

Italy KP960550 ER1981 7*

Italy KP960552 ER1983 7*

Italy KP960554 ER1985 7*

Italy KP960555 ER1986 7*

**Table S1** *continued*

Italy KP960556 ER1987 7*

Italy KP960557 ER1988 7*

Italy KP960558 ER1989 7*

Italy KP960561 ER1992 7*

Italy KP960562 ER1993 7*

Italy KP960563 ER1994 7*

Italy KP960564 PF1551 7*

Italy KP960565 ER1996 7*

Italy KP960566 ER1997 7*

Japan AF163594 B731 (88)

Japan KT822246 HKAS86588_83003_2 (86)

Japan MF095794 TNS:F-70421 8*

Poland AY848938 UASWS0027 9*

Poland KX756392 WA0000052261 (92)

Portugal KP960535 ER1959 7*

Scotland JF313749 TFB4184 (93)

Slovenia AJ250051 M1 (90260/1) (94)

Slovenia KF020706 17_7_9 10*

South Korea AF163591 B608 (88)

South Korea AF163592 B916 (88)

South Korea AF163593 B917 (88)

Spain EU266545 AH9328 (95)

Spain EU266546 GDA51999 (95)

Sweden KY352514 olrim1073 11*

Tibet MG931786 HMAS253585 4*

Tunisia KU863550 Oe8 12*

United Kingdom AF163578 B176 (88)

United Kingdom AF163579 B1247 (87)

United Kingdom AF163580 B1240 (87)

United Kingdom AF163582 B186 (87)

United Kingdom KX618568 MCOLLINS12 13*

United Kingdom KX618569 MCOLLINS15 13*

United Kingdom KX618581 MK7 13*

United Kingdom MH855148 CBS 106.31 (96)

Ukraine JN657466 HY3 5*

USA FJ664593 VI 49.5.1 14*

USA: California AF163595 B927 (88)

USA: California AF163596 B931 (88)

USA: California AF163597 B1217 (88)

USA: California FJ664595 PVI 85.43.1 14*

USA: California FJ664596 PVI 84-45.1 14*

USA: Georgia MG931920 TENN054336 4*

USA: Massachusetts AF163589 B496 (88)

USA: Massachusetts AF163590 B497 (88)

**Table S1** *continued*

USA: Massachusetts AY789081 PBM2470 (97)

USA: Massachusetts MF161188 FH:BHI-F169 (98)

USA: Minnesota MG931908 MIN0877204 4*

USA: New Hampshire AF163587 B282 (88)

USA: New Hampshire AF163588 B623 (88)

USA: New Hampshire AY213587 ST21 (99)

USA: New Hampshire KT822256 HKAS86611_B275 (86)

USA: South Carolina AY526602 GA.Apple clone 1 (100)

USA: South Carolina AY526603 SC.JC-3.02 clone 1 (100)

USA: South Carolina AY526604 SC.JC-3.02 clone 2 (100)

USA: South Carolina MG931929 TENN061702 4*

USA: Tennessee MF755264 JMC038 (TENN) 15*

USA: Virginia AY213584 ST5-A (99)

USA: Virginia AY213585 ST5-B (99)

USA: Wisconsin AY213586 ST20 (99)

Outgroup Taxa

*Armillaria gemina* FJ664586 II JB-38A.1 14*

*Armillaria sinapina* FJ664609 V 48.5.1 14*

*Armillaria puiggarii* KU170954 MCA 3111 (13)

*Armillaria luteobubalina* FJ664591 V M 5.2.1 14*

1*: Aghayeva DN, Harrington TC, unpublished

2*: Huang W, Zhu G, Liu C, unpublished

3*: Guo S-X, unpublished

4*: Liang J, Pecoraro L, and Cai L, unpublished

5*: Tsykun T, Prospero S, Rigling D, unpublished

6*: Scire, Motta and D’Amico, unpublished

7*: Tizzani L, Haegi A, Motta E, unpublished

8*: Kasuya,T., Maruyama,T., Fuse,K., Hosaka,K. and Minowa,K., unpublished

9*: Calmin,G., Belbahri,L. and Lefort,F., unpublished

10*: Piskur B, Hauptman T, unpublished

11*: Smith,G.R., Finlay,R., Stenlid,J., Vasaitis,R. and Menkis,A., unpublished

12*: Gharbi Y, unpublished

13*: Denman,S., Barett,G., Kirk,S.A., McDonald,J.E. and Coetzee,M.P.A., unpublished

14*: Stefani FOP, Berube JA, Hamelin RC, unpublished

15*: Matheny,P.B. and Birkebak,J.M., unpublished

How the deposited data were processed for this re-analysis (not part of the article)

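RNA from 3 carpophoroids, 3 *E. abortivum* sporocarps and 3 *Armillaria* sporocarps was sequenced as 3 technical libraries each, 27 libraries in all. The authors trimmed the reads, assembled a transcriptome of each species from its sporocarp reads with Trinity, mapped the sporocarp reads to their own assembly and the carpophoroid reads to both with Bowtie 2, kept reads with a mapping quality of at least 30 and estimated abundance with RSEM; the submitters' processing notes also name edgeR. The deposited tables used here, 2 per species, hold counts per gene model and library. They hold whole numbers, with no scaling between libraries. In each species the table named for TMM has the same values as the count table (171342 of 171342 compared in *E. abortivum* and 685728 of 685728 in *Armillaria*) and leaves out 209 and 119 gene models without any count. The plan made before the data were examined had assumed that these tables were normalized, so the abundances of the leading transcripts are here means of counts per technical library. No reference genome was used, and transcripts are named by their IDs with the annotations that the paper's tables give them.

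Technical libraries of a fruiting body were summed, since they are not independent samples, so each group has 3 fruiting bodies. Each species was fitted on its own with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM factors, default filterByExpr), which tested 8120 *E. abortivum* and 16971 *Armillaria* transcripts. Differential upregulation was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 2. Standard errors of log2 fold changes were computed back from the fitted coefficient and the F value of the quasi-likelihood test. For transcripts with very few counts in a group they understate the counting error. The thresholds, edgeR and TMM are those of the paper, whose text does not name the edgeR test, a low-count filter or the handling of technical libraries. A fold against a group without counts was computed against a floor of 3 counts over the group, and one against 1 to 3 counts was given as a depth-adjusted ratio with an exact 95% counting interval. Such intervals and floors cover counting error only. Carpophoroid totals of both species were compared with an exact sign-flip permutation test and totals of carpophoroids and sporocarps with an exact permutation test; 3 fruiting bodies against 3 cannot give a p under 0.10.

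Depth was uneven: the carpophoroid libraries had 1258984 to 1835019 counts on *E. abortivum* and 63401 to 98272 on *Armillaria*, and the sporocarp libraries 1150844 to 1561976 and 1887894 to 2121381. A 95% exact binomial interval was given for the *Armillaria* share of the summed counts of each carpophoroid on both assemblies. The spread between technical libraries was tested with a chi-square test on transcripts with at least 30 counts per fruiting body. The fit was tested on simulated counts with 200 transcripts changed 8-fold in each species. Of those raised in the carpophoroid and the sporocarp, 100% and 100% were called in *E. abortivum*, and 98% and 99% in *Armillaria*. There were 0 and 2 false calls. The changed transcripts were abundant enough to be expected in every sample and split evenly between the directions, and all others kept the same profile in both groups. The simulation therefore does not cover a fit like that of *Armillaria*, with most transcripts called, mainly toward the sporocarp and without a carpophoroid count.

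Named transcripts are all those of the paper's Tables 1 and 2 and their footnotes, whose published values had been seen, and for each species and direction the 2 with the largest fold change among those called, with every library of one group above every library of the other and a mean of at least 10 CPM. Alternatives fixed before the data were examined took the 9 technical libraries as replicates (quasi-likelihood or exact test), used DESeq2 1.42.0 or its size factors, scaled by library size only, changed the filter or the fold threshold, left out each fruiting body in turn, used the replicate number as a block, or thinned all samples to 191121 counts. Alternatives chosen after seeing the data used the exact test with tagwise dispersion and no filter, with TMM or library size only and an adjusted p under 0.05 or 0.01, and the median in place of the sum of the technical libraries. Figures were drawn with matplotlib 3.10.9, and tests outside R used scipy 1.17.1. Genome completeness, gene family, phylogenetic and ITS results of the paper were not analysed here, nor were transcripts whose annotation the sources used here do not give.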

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

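Among the tests below, those of low depth, of *E. abortivum* reads on *Armillaria* transcripts and of TMM scaling were chosen only after the result they measure was seen; the other tests were set before.

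In 15 of 124 groups of 9 libraries, 1 library lay far from the other 8 by Dixon's test on CPM. Chance would give about 6.2 for independent libraries. These are 3 technical libraries of each of 3 fruiting bodies, so 6.2 is no valid comparison. High libraries were 922 counts of the lectin ENT_DN4255_c0_g1 (258 and 176 in the other libraries of that carpophoroid), 76 of the lectin ENT_DN4359_c0_g1 (4 and 2 in that sporocarp), 363 of the MFS transcript ENT_DN1998_c0_g1 (30 and 36), 40 of the MFS transcript ENT_DN6588_c0_g1 (none in the others of that carpophoroid), 96 of ENT_DN1954_c0_g1 (11 and 22), 3 of ENT_DN2744_c0_g1 and 9818 of the acid phosphatase ENT_DN1952_c0_g1 (9729 and 9631). Low libraries were 41 counts of the chitinase ENT_DN4507_c0_g3 (787 and 760), 29 of the cystathionine gamma-lyase ARM_DN1222_c0_g1 (439 and 486), 568 of the trehalase ENT_DN1375_c0_g1 (1788 and 1723 in that carpophoroid) and 199 of the hypothetical protein ARM_DN1893_c0_g1 (660 and 682). In 4 groups the library apart held the only count, 1 each, of ARM_DN1755_c2_g1, ARM_DN8135_c0_g1, ENT_DN2096_c0_g1 and ENT_DN3867_c0_g3, which the test flags by construction.

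These libraries belong to a wider pattern, since technical libraries of one fruiting body differed beyond counting error at 8.38% to 22.2% of transcripts with at least 30 counts, against at most 0.254% in Poisson counts. Reads divided differently among near-identical transcripts of one assembly component would leave the component sums stable, but summed components exceeded counting error 1.10 times as often as their single transcripts (0.897 to 1.18 over the 12 sets of libraries). A single faulty library per fruiting body is also argued against, since no library held more than 40.2% of the deviating transcripts of its fruiting body. No biological explanation was tested, because technical libraries share their fruiting body, and what the libraries differ in stays open.

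The paper does not discuss *Armillaria* transcripts without any sporocarp count, of which 426 exceeded 3 counts over the carpophoroids. They held 45247 counts, 6.42% of the *Armillaria* counts in the carpophoroids, and 372 of them had a count in every carpophoroid. Since the *Armillaria* assembly was made from sporocarp reads, gene models without a sporocarp count are unexpected. Why they have none was not tested.

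Conversely, 32.4% of the *Armillaria* transcripts with at least 1000 sporocarp counts had no carpophoroid count. Low depth with counting error alone is argued against, since Poisson sampling of the sporocarp profile gives 1.52e-17%. That value leaves out other spread, and technical libraries of a carpophoroid differed beyond counting error at 15.5% to 22.2% of the *Armillaria* transcripts. Transcripts of other organisms in the assembly cannot be told apart from a fall in *Armillaria* expression: 7730 transcripts had an expected carpophoroid count of at least 5 and none observed, no more than the 8279 gene models that the paper did not match to *Armillaria* genomes, although their share of counts differed little between sporocarps (27.2% to 29.0%). The paper checked the genes it reports as important by blastx for a hit in the target's family, a check that does not cover the other transcripts. Carpophoroid counts that are *E. abortivum* reads on conserved *Armillaria* transcripts also stay open, since the ratio of the species' totals was nearly constant (highest over lowest 1.11) and *E. abortivum* sporocarp reads on the *Armillaria* assembly were not analysed here. Lower expression by *Armillaria* in the carpophoroid, the biological explanation, was not separated from these.

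The larger share of changed transcripts in *Armillaria* than in *E. abortivum* (10.7 times) was weighed against depth and scaling. It includes 3178 *Armillaria* calls without a carpophoroid count whose depth cannot show a change of the threshold's size. At equal depth the ratio was at least 6.10 in each of 5 draws, and with library size only it was 8.45, so neither accounts for the whole difference. The sources of *Armillaria* counts left open above apply here too, so a biological difference remains a hypothesis. Each species has 10 splits of its 6 samples, too few for a share under 0.05; the real split, 1 of the 10, gave 591 calls in *E. abortivum* with a highest other of 1, and 13274 in *Armillaria* with a highest other of 0.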

How the results depend on the processing

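Settings described as exact tests with tagwise dispersion, and the median of technical libraries, were chosen after seeing the data; all others were planned. Among the named transcripts, none that was called changed sign, but 4 uncalled ones did with library size only, ENT_DN2379_c0_g1, ENT_DN521_c0_g2, ENT_DN761_c0_g2 and ARM_DN3800_c0_g1 (0.37; -0.70 to 0.88 over all settings), the last also at equal depth. The majority direction turned in *E. abortivum* with library size only. Among planned settings, 116 of the values that answer a comparison stayed the same and 38 moved. The numbers called among all listed transcripts of a species stayed within 1.5 times. For single transcripts and gene groups, 1149 values stayed the same, 20 gained a call, 14 lost it and 9 moved otherwise. The cause of the changes was not tested unless stated.

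With the main settings *E. abortivum* had 381 transcripts higher in the carpophoroid and 210 in the sporocarp, *Armillaria* 1703 and 11571, and the ratio of changed shares was 10.7. Taking the 9 technical libraries as replicates gave 5558 *Armillaria* transcripts higher in the sporocarp, among fewer tested (9369), and a ratio of 8.21; the exact test on them gave 611 and 481 in *E. abortivum*, 20460 in *Armillaria* and 5.31. Library size only gave 253 and 448 and a ratio of 8.45. DESeq2 gave a ratio of 9.17, no filter 7.63 and a CPM filter 9.39. The stricter filter gave 1135 and 981 in *Armillaria*, of 4580 tested, and 6.47; as it asks for a mean of 5 carpophoroid counts, it leaves out by construction transcripts higher in the sporocarp with none in the carpophoroid, and is no test of the balance of directions. Without a fold threshold, which by construction calls more, *E. abortivum* had 1161 and 1117 and the ratio was 2.99; the test against the threshold itself gave 172 and 66 and 23.9. Equal depth, with fewer transcripts tested, gave 200 and 98 in *E. abortivum*, 1302 and 1400 in *Armillaria*, and a ratio of 6.30. The directions in *Armillaria* were then nearly balanced. Leaving out 1 fruiting body gave 2975 to 15013 *Armillaria* transcripts higher in the sporocarp, the lowest 2975 to 3063 without 1 sporocarp, which lowered the number tested, and ratios of 8.30 to 10.3.

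The replicate numbers do not pair carpophoroids with sporocarps: correlations of same-numbered samples lay between -0.02 and 0.02, and in neither species did every carpophoroid correlate best with the sporocarp of its own number. With the number as a replicate block, 5860 *Armillaria* transcripts were higher in the sporocarp and the ratio was 7.06; 340 and 162 *E. abortivum* transcripts and 1543 *Armillaria* transcripts of the carpophoroid were called.

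Exact tests with tagwise dispersion and no filter gave, with TMM, 668 and 496 in *E. abortivum*, 20828 in the *Armillaria* sporocarp and a ratio of 4.83, or 604, 402 and 4.71 at an adjusted p under 0.01. With library size only they gave 860 in the *E. abortivum* sporocarp, 2702 in the *Armillaria* carpophoroid and 2.97, or 744, 2619 and 2.73. The ratio of *E. abortivum* to *Armillaria* counts, 18.7, was 19.8 without the 10 leading transcripts of each species, 20.7 over transcripts with a count in every sporocarp, 28.8 relative to sporocarp totals and 18.3 to 19.1 without 1 carpophoroid. Of the 11571 *Armillaria* transcripts higher in the sporocarp, 9531 had no carpophoroid count, and for 3178 of these the depth cannot show a change of the threshold's size.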

Differences from the paper's values

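For *E. abortivum* the paper reports 603 transcripts upregulated in the carpophoroid, against 381 here. Of the alternatives set before the data were examined, the exact test on 9 technical libraries (611), DESeq2 (465) and leaving out the second carpophoroid (402) lie within 1.5 times of the paper's value, and the other 15 do not. The paper's 403 transcripts upregulated in the sporocarp stand against 210 here, with the exact test on 9 technical libraries (481) and library size only (448) within that range and the other 16 outside it. An exact test with tagwise dispersion, no filter, TMM and an adjusted p under 0.01, chosen after seeing the values, gave 604 and 402 and called all 24 listed transcripts, so it drops 0 of them; the paper's stated threshold is 0.05, at which it gave 668 and 496.

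For *Armillaria* the paper reports 2619 transcripts upregulated in the carpophoroid, against 1703 here. Library size only (2369) and no fold threshold (2191) lie within 1.5 times, and the other 16 alternatives set beforehand do not. The same exact test with library size only and an adjusted p under 0.01, chosen after seeing the values, gave 2619 and, for the sporocarp, 9804 beside the paper's 9820; it drops 1 of the listed transcripts that the paper calls, isocitrate lyase, whose log2 fold change was then 1.35. At 0.05 it gave 2702.

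The paper's mean of 2613988 *E. abortivum* reads per carpophoroid library stands against 1466396 counts here, for which no alternative was set. Its ratio of 35 stands against 18.7. The paper counted mapped reads with SAMtools, whereas the values here are summed RSEM counts on gene models, so these are unlike measures. The ratio relative to sporocarp totals (28.8), itself another quantity, lies within 1.5 times of the paper's ratio, and the other 7 alternatives do not. Of the MFS transcripts the paper reports 14 upregulated, against 9 here. The 9 technical libraries as replicates (11), the exact test on them (14), DESeq2 (11) and leaving out the second or the third carpophoroid (10 each) come within 1.5 times, and the other 13 do not. Of the ABC transporters it reports 3, against 1; the exact test on 9 technical libraries gave 3 and leaving out the first carpophoroid gave 2, and the other 16 did not come within 1.5 times. The added exact tests with TMM also gave 14 and 3.

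The log2 fold changes of 15 transcripts of Table 2 differ by more than their standard error, each by 1.01 to 1.13 above the paper's. For ARM_DN1755_c2_g1 and ARM_DN8135_c0_g1, with 1 carpophoroid count each, that error understates the counting error, so their difference is uncertain. For transcripts higher in the sporocarp, the paper's values and those found here are 13.5 and 14.63 for ARM_DN1755_c2_g1, 6.7 and 7.75 for ARM_DN3840_c0_g1, 5.1 and 6.15 for ARM_DN22943_c1_g1, 5.8 and 6.90 for ARM_DN1699_c3_g1, 2.2 and 3.23 for ARM_DN1314_c0_g1, and 11.5 and 12.61 for ARM_DN8135_c0_g1. For transcripts higher in the carpophoroid, the paper's values and those found here are -4.8 and -3.71 for ARM_DN1205_c0_g1, -7.1 and -6.05 for ARM_DN5170_c0_g1, -4.1 and -3.03 for ARM_DN23207_c0_g2, -5.0 and -3.98 for ARM_DN996_c0_g1, -4.1 and -3.01 for ARM_DN409_c1_g1, -8.3 and -7.22 for ARM_DN1893_c0_g1, -3.9 and -2.89 for ARM_DN693_c0_g1, -4.1 and -3.02 for ARM_DN1222_c0_g1, and -2.2 and -1.14 for ARM_DN1146_c0_g4. With library size only, 0 of the 15 differ; at equal depth 2 differ and 13 do not; without the first carpophoroid 2 do not differ, ARM_DN1755_c2_g1 and ARM_DN8135_c0_g1; under the other alternatives set beforehand none comes within the error. For the 11 values of Table 1 the reverse holds: 0 differ with TMM and 11 differ with library size only. Of the 76 mean abundances of both tables, none lies more than 1.5 times from the value here; 10 differ by more than 1 count per library, by 15.0 at most.

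The paper counts heat shock protein 70 among the upregulated *Armillaria* transcripts of the carpophoroid; here its log2 fold change of -1.14 is under the threshold, and it was called with library size only (-2.15) and at equal depth (-2.02). The paper marks the aldehyde dehydrogenase ARM_DN4971_c0_g2 as not significant; here it was called at 2.77, and not with library size only (1.76) or at equal depth (1.84). The paper names isocitrate lyase the 14th most differentially upregulated transcript of the sporocarp. Here it was the 14th by sporocarp counts over all transcripts. Among the 11571 transcripts called higher in the sporocarp, it was the 41st by p and the 11330th by fitted fold change. The fold rank is uncertain, since 9531 of the 11571 had no carpophoroid count and so no measured ratio. The oxalate decarboxylases were the first and the third of all transcripts by carpophoroid counts, and the 12th and the 10th by fold change among those called higher there.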

Other observations

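Several leading transcripts that the paper lists as hypothetical proteins were higher in the carpophoroid. In the *E. abortivum* carpophoroid, ENT_DN4045_c1_g1 had 16342 ± 1057 CPM against 2168 ± 188 in the sporocarp (SD, n = 3 each), a log2 fold change of -2.91 (standard error 0.08), and ENT_DN4332_c0_g1 had 8977 ± 348 against 401 ± 120, a log2 fold change of -4.49 (standard error 0.23). ENT_DN3086_c0_g1 had 7370 ± 112 against 1020 ± 63.8, a log2 fold change of -2.85 (standard error 0.05). In the *Armillaria* carpophoroid, ARM_DN1893_c0_g1 had 6427 ± 1098 against 41.6 ± 4.69, a log2 fold change of -7.22 (standard error 0.23), and ranked first by p among the transcripts higher there, although it held 199 counts in 1 library against 636 to 1039 in the others. ARM_DN5170_c0_g1 had 18750 ± 2446 against 272 ± 86.4, a log2 fold change of -6.05 (standard error 0.33), and ARM_DN693_c0_g1 had 4665 ± 1082 against 606 ± 196, a log2 fold change of -2.89 (standard error 0.33). All 6 were called in edgeR's quasi-likelihood test, and kept the call under every alternative run.

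The carpophoroid profiles of both fungi were more concentrated than the sporocarp profiles in the counts held by the 10 leading transcripts: 18.0% against 5.87% in *E. abortivum* and 22.3% against 8.04% in *Armillaria*. In the *Armillaria* counts of the carpophoroid, the hypothetical protein ARM_DN1205_c0_g1 alone held 11.6%. Whether *E. abortivum* reads on conserved transcripts add to these counts stays open. The shares were not tested between groups.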
